# Melatonin inhibits HCC progression through regulating the alternative splicing of NEMO

**DOI:** 10.3389/fphar.2022.1007006

**Published:** 2022-09-26

**Authors:** Lu Bai, Siwen Sun, Wenmei Su, Chaoqun Chen, Yuesheng Lv, Jinrui Zhang, Jinyao Zhao, Man Li, Yangfan Qi, Wenjing Zhang, Yang Wang

**Keywords:** melatonin, HCC, NEMO, alternative splicing, MT1

## Abstract

Hepatocellular carcinoma (HCC) is one of the most common primary cancers with limited therapeutic options. Melatonin, a neuroendocrine hormone produced primarily by the pineal gland, demonstrates an anti-cancer effect on a myriad of cancers including HCC. However, whether melatonin could suppress tumor growth through regulating RNA alternative splicing remains largely unknown. Here we demonstrated that melatonin could inhibit the growth of HCC. Mechanistically, melatonin induced transcriptional alterations of genes, which are involved in DNA replication, DNA metabolic process, DNA repair, response to wounding, steroid metabolic process, and extracellular matrix functions. Importantly, melatonin controlled numerous cancer-related RNA alternative splicing events, regulating mitotic cell cycle, microtubule-based process, kinase activity, DNA metabolic process, GTPase regulator activity functions. The regulatory effect of melatonin on alternative splicing is partially mediated by melatonin receptor MT1. Specifically, melatonin regulates the splicing of *IKBKG* (NEMO), an essential modulator of NF-κB. In brief, melatonin increased the production of the long isoform of NEMO-L with exon 5 inclusion, thereby inhibiting the growth of HepG2 cells. Collectively, our study provides a novel mechanism of melatonin in regulating RNA alternative splicing, and offers a new perspective for melatonin in the inhibition of cancer progression.

## Introduction

Liver cancer is the sixth most common cancer, and the third leading cause of cancer death all over the world (Sung et al., 2021). HCC accounts for about 80% of liver cancers, which has poor prognosis and is the major cause of liver cancer-related mortality (Yang et al., 2019). The current treatment strategies for HCC includes surgical resection, chemotherapy, hormonal therapy, liver transplantation and percutaneous local ablation. Due to the absence of specific symptoms in early stages and the lack of diagnostic markers, more than 70% of patients with HCC are often diagnosed in an advanced stage (Llovet et al., 2016; Montella et al., 2016; Liu and Qin, 2019). The multiple-target tyrosine kinase inhibitor sorafenib is one of the most effective drugs for the advanced HCC (Yang et al., 2019). However, only about 30% of patients can benefit from sorafenib treatment, which might lead to drug resistance and side effects as well. HCC is a heterogeneous tumor, containing alterations of multiple signaling pathway. The complex patho-physiology of HCC urgently drives the discovery of new treatment or combination therapy (Huang et al., 2020; Tang et al., 2020).

Melatonin (N-acetyl-5-methoxytryptamine), a neuroendocrine hormone produced primarily by the pineal gland, has various functions, including regulating circadian rhythm and antioxidant. Melatonin can activate melatonin receptor MT1, MT2, MT3, and ROZ/ROR to function in a receptor-mediated manner. Meanwhile, melatonin can also be soluble into water and lipid environments, thus easily diffusing through cell membranes and penetrating cellular compartments to work through non-receptor-mediated mechanisms (Mao et al., 2010; Liu et al., 2016; Asghari et al., 2017; Ferlazzo et al., 2020). Melatonin exerts oncostatic functions in numerous human malignancies, containing breast cancer, ovarian cancer, prostate cancer, skin cancer, and liver cancer, etc. (Zhao et al., 2019). Melatonin could suppress cancer progression through regulating cancer cell proliferation, migration, invasion, angiogenesis, apoptosis and cell cycle (Fernandez-Palanca et al., 2021). In particular, as a natural compound, melatonin intriguingly plays antithetical roles in normal cells and cancer cells. For example, melatonin increases the activity of SIRT1 and inhibits apoptosis by reducing the expression of Ac-FOXO1A, Ac-TP53, or Ac-BAX in normal cells. Conversely, SIRT1 is highly activated in cancer cells, and melatonin blocks SIRT1, thereby inhibiting cell proliferation and exerting a tumor suppressing effect (Mayo et al., 2017). However, due to the clinical complexity, the anticancer mechanisms of melatonin in cancer therapeutics are still largely less understood.

Alternative splicing (AS) is a crucial post-transcriptional mechanism to regulate gene expression patterns that allows a single gene to code for multiple transcript isoforms, thereby increasing the diversity and complexity of the transcriptome (Yuan et al., 2017; Hu et al., 2020). Alternative splicing plays an important role in tumorigenesis and cancer progression. Aberrant splicing could induce the production of noncanonical and cancer-specific mRNA transcripts, causing the inactivation of tumor suppressors or the activation of oncogenes (Chen et al., 2019). These RNA variants could be translated into distinct protein isoforms, and might be involved in different tumor biological functions, such as proliferation, apoptosis, angiogenesis, metabolism, stemness, drug-resistance and metastasis (Bonnal et al., 2020; Sciarrillo et al., 2020). Importantly, abnormal RNA alternative splicing can promote the development of HCC. For example, BIN1 generates a short isoform (BIN1-S, which lacks exon 12a) that exerts a tumor suppressing effect by inhibiting the binding of c-Myc to target gene promoter in the normal liver. However, upregulated NONO helps the oncogenic splicing switch of BIN1 from BIN1-S to BIN1-L (a long isoform, which contains exon 12) to promote carcinogenesis in HCC (Hu et al., 2020). Therefore, the study of molecular mechanisms of alternative splicing might provide novel therapeutics for liver cancer. However, whether alternative splicing is involved in melatonin-mediated inhibition of tumor progression is still largely unknown.

Here, we reported that melatonin can exert antitumor effects by regulating cancer-related splicing events in HCC. To systematically identify melatonin-regulated splicing events, we performed mRNA-seq analysis on HepG2 cells with melatonin treatment for 24 h and 48 h. Importantly, in addition to the regulation of gene expression, melatonin also modulated the occurrence of a wide range of splicing events. Briefly, we identified 391 overlapped differentially expressed genes and 335 overlapped AS events after melatonin treatment for 24 h and 48 h in HepG2. Our results showed that exon skipping is the predominant type of melatonin-induced alternative splicing events, and we identified the alternative splicing switches of *IKBKG*, *LPIN1*, *ITGA6*, *TERF1*, *KIF23*, *SIN3B*, which might regulate the mitotic cell cycle, kinase activity, GTPase regulator activity, cellular response to DNA damage stimulus, and histone modification functions. The regulatory effect of melatonin on alternative splicing is partly mediated by MT1. Moreover, melatonin could exert tumor suppressing effect by up-regulating the expression of the long isoform of *IKBKG*. Taken together, our study systematically identified melatonin-mediated alternative splicing events, which might provide a new avenue to interpret the tumor suppressing function of melatonin in HCC.

## Materials and methods

### Cell culture and reagents

Human HCC HepG2 cell line and Hep3B cell line were obtained from the American Type Culture Collection. HepG2 cell line and Hep3B cell line were maintained at standard culture conditions (37°C, 5% CO_2_) in MEM medium with 10% FBS (BI), Sodium Pyruvate (macgene, CC007), Nonessential Amino Acids Solution (macgene, CC25025). HEK-293T cells were maintained at standard culture conditions (37°C, 5% CO_2_) in DMEM medium with 10% FBS. NCI-H1299 cells were maintained at standard culture conditions (37°C, 5% CO_2_) in 1640 medium with 10% FBS. A549 cells were maintained at standard culture conditions (37°C, 5% CO_2_) in F12K medium with 10% FBS. Melatonin was purchased from Selleck (S1204).

### Plasmid constructions and generation of stable cell lines

To generate the mammalian expression plasmids pCDH-Flag-NEMO-L and pCDH-Flag-NEMO-S, human NEMO-L and NEMO-S cDNA were amplified by PCR and then cloned into lentivirus vector pCDH-CMV-MCS-EF1-Puro with N-terminal Flag tag with restriction enzymes Nhe I and Not I. shRNAs targeting MT1 were cloned into the pLKO.1. To stably overexpress NEMO-L/S or knockdown MT1 in HepG2 cells, lentiviral particles were produced by transient transfection of HEK-293T cells with pCDH-Flag-NEMO-L or pCDH-Flag-NEMO-S or pCDH-empty or plko.1-empty or plko.1-shMT1 vectors. Media contains lentivirus were used to infect HepG2 cells, followed by 4 μg/ml puromycin (Solarbio, P8230) selection for 5 days. The expression of transgenes was confirmed by western blots, semi-quantitative RT-PCR or RT-qPCR before further analysis.

### Western blot

Cells were washed twice with cold 1 × PBS and then lysed by RIPA lysis buffer containing 1 mM PMSF and 1 mM Cocktail. Cells were scraped off and collected into EP tubes, and centrifuged at 12,000 rpm for 15 min to remove cell debris. Equal amount of total protein was separated by 10% SDS-PAGE and transferred to nitrocellulose membrane, which were blocked with 5% fat-free milk and incubated with primary antibody at 4°C overnight. The following antibodies were used: Anti-Flag (Sigma, F1804), anti-GAPDH (Proteintech, 60004-1-Ig) and anti-NEMO (Proteintech, 18474-1-AP). After PBS washes, the membrane was incubated with secondary antibodies for 1 h at room temperature. Finally, bound antibodies were visualized with the ECL enhanced chemiluminescence regent Kit (NCM Biotech).

### RT-qPCR and semi-quantitative RT-PCR

Total RNAs were extracted from cells treated with or without melatonin using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Genomic DNAs were removed and total RNA (2 μg) was reverse transcribed by the Thermo Scientific RevertAid First Strand cDNA Synthesis Kit (with DNase I). We performed RT-qPCR used MonAmp™ Taqman qPCR Mix (Monad) according to the manufacturer’s instructions. The expression level of targets was normalized to the endogenous expression of *GAPDH*. The cDNA was also used as the template for semi-quantitative RT-PCR. Products were separated on 3% agarose gels, and imaged were captured using a CCD camera (Tanon 2500R). The primers listed in Supplementary Table S1.

### RNA-seq analysis

HepG2 cells were treated with melatonin 1 mM or DMSO for 24 h and 48 h, and then extracted total RNAs using TRIzol and cleaned using RNAeasy Kit (Qiagen). The DNA was removed from total RNAs by digesting in column with RNase free DNase according to manufacturer’s instructions. Polyadenylated RNA were purified from total RNA by using Illumina TruSeq Total RNA Sample Prep kits. For discover splicing junctions, we mapped the paired-end sequences to human genome (hg38) using Map Splice 2.0.1.6 (default parameters). The level of gene expression was analyzed by the mapped reads with Cufflinks. We analyzed the changes of splicing isoforms using MISO package with annotation of all known alternative splicing events, and the results filtered according to the PSI values.

We preformed gene ontology analysis and KEGG analysis using metascape.org to search for enriched functions and pathways. The functionally correlated network of melatonin-regulated genes was analyzed by STRING database.

### IC50 measurement and growth curve assay

CCK8 assay was used to detect the IC50. Cells were seeded into 96-well plates (4000 cells/well) to culture overnight and then treated with different concentrations (0, 0.5, 1, 1.5, 2.5, 5, 7.5, 10 mM) of melatonin for 72 h. Then 10 µL/well CCK8 was added, allowing cells to continuously culture at 37°C for 2 h. Absorbance at 450 nm was measured using an ELISA reader (DNM-9602, Perlong). Dose-response curves were plotted to determine half maximal IC50 of melatonin using the GraphPad Prism. For growth curve assay, cells were seeded into 96-well plates (1000 cells/well) and cell viability was measured using CCK8 assay. Cell growth curves were determined by absorbance at 450 nm.

### Colony formation

Cells were seeded in 60-mm dishes (1500 cells per dish) and incubated at 37°C, 5% CO_2_ in humidified incubator for 15 days. Each treatment was carried out in triplicate. Colonies were fixed with 4% PFA and stained with crystal violet.

### Liver cancer tissue specimens

We collected fresh liver cancer tissues and adjacent normal tissues from patients with pathologically and clinically confirmed liver cancer. All human tumor tissues were obtained with written informed consent from patients or their guardians prior to participation in the study. The Institutional Review Board of the Dalian Medical University approved use of the tumor specimens in this study. All of tissue specimens were immediately frozen in liquid nitrogen and kept at −80°C until the extraction of RNA.

### Statistical analysis

Data was presented as mean ± SD. Statistical significance was determined by unpaired *t* test, one-way ANOVA or two-way ANOVA. Statistical analyses were performed using GraphPad Prism 7 (NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Results

### Melatonin inhibits HCC cell proliferation

To explore the role of melatonin in HCC, HepG2 and Hep3B cells were treated with different concentrations of melatonin for 72 h and cell viability was determined by cell counting kit-8 (CCK8). The half maximal inhibitory concentration (IC50) of melatonin in HepG2 and Hep3B cells were 1.995 mM and 1.409 mM, respectively (Figures 1A,B). Importantly, melatonin inhibits cell proliferation in a dose-dependent manner in HCC HepG2 and Hep3B cells as judged by CCK8 and colony formation assay (Figures 1C–F). The treatment of 1 mM of melatonin showed a significant inhibition of cell growth, whereas higher concentrations (2 and 4 mM) demonstrated a much stronger inhibitory effect in HepG2 and Hep3B cells (Figures 1C–F). Altogether, melatonin can inhibit the growth of HCC cells in a dose-dependent manner.

**FIGURE 1:**
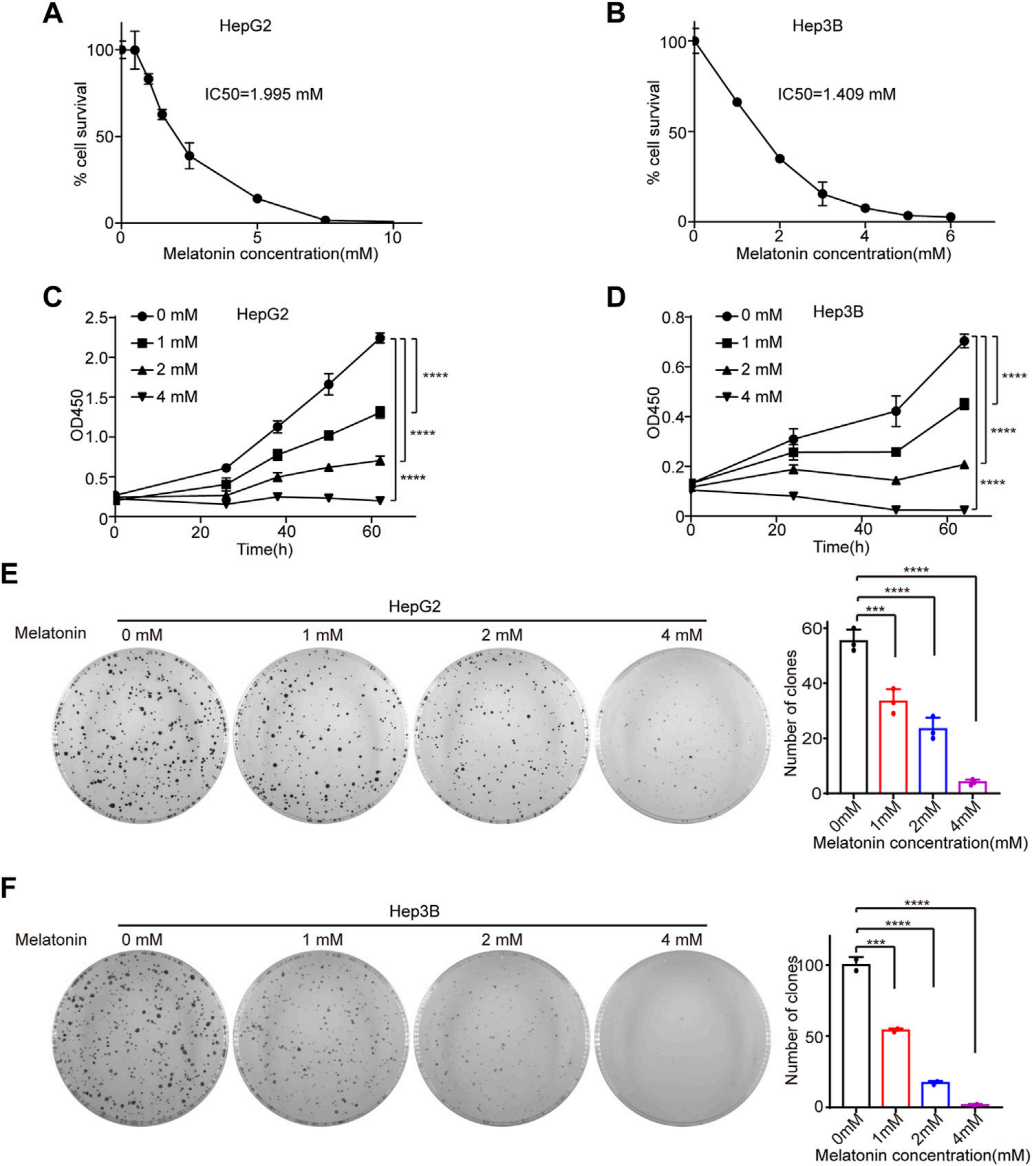
Melatonin inhibits cell proliferation. **(A)** HepG2 cells were treated with gradient concentrations of 0, 0.5, 1, 1.5, 2.5, 5, 7.5, 10 mM melatonin for 72 h, and cell viability was measured by CCK8 assay. **(B)** Hep3B cells were treated with gradient concentration of 0, 1, 2, 3, 4, 5, 6 mM melatonin for 72 h, and cell viability was measured by CCK8 assay. IC50 were calculated using GraphPad Prism. **(C,D)** The cell viability of HepG2 cells and Hep3B cells treated with gradient concentration of 0, 1, 2, 4 mM melatonin for 62 h, was measured by CCK8 assay at intervals, with *p* values calculated by two-way ANOVA. **(E,F)** The proliferation of HepG2 cells and Hep3B cells treated with gradient concentration of 0, 1, 2, 4 mM melatonin was examined with colony formation assay. Images of the whole plate are shown. The mean ± SD of relative colony numbers was plotted and *p* values calculated by one-way ANOVA.

### Analysis of gene expression changes induced by melatonin

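The paper describes HepG2 as a human hepatocellular carcinoma cell line. A single culture of it was sequenced for each of 4 conditions, which were melatonin at 1 mM and its solvent DMSO, each after 24 h and after 48 h. There are no replicates, so no difference between these libraries could be set against a spread between cultures. The authors mapped the paired-end reads of polyadenylated RNA to the human genome hg38 with MapSplice 2.0.1.6, and the methods name Cufflinks for the expression values. The deposited values are FPKM (fragments per kilobase of gene length, scaled to a library size) of the same Ensembl genes in each library, with the gene length beside them and without read counts or confidence limits. Multiplied by gene length, 100% of the values above 0 were whole multiples of 1 step per library, so the number of reads behind each value was recovered. The reads on genes summed to 21616676 with DMSO for 24 h, 22850046 with melatonin for 24 h, 23086025 with DMSO for 48 h and 22820651 with melatonin for 48 h. The library sizes that the deposited FPKM imply were smaller, at 18357838, 20283332, 21930408 and 22205042 in the same order. Mitochondrial genes held 20.0% of the reads with DMSO and 16.6% with melatonin at 24 h, and 9.77% with DMSO and 11.9% with melatonin at 48 h. Expression was compared as log2 of the melatonin FPKM plus 1 over the DMSO FPKM plus 1, a scale that understates the change of low genes. A gene was tested when its FPKM was at least 1 in either library of a comparison, and counted as changed when its log2 fold change was at least 1 or at most -1. Intervals on single values are 95% exact Poisson intervals of the recovered reads, and the smallest level shown is that of 3 reads. Both cover counting error only.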

To further explore the molecular mechanism of melatonin-induced cell growth inhibitory, we performed high-throughput mRNA sequencing (mRNA-seq) with HepG2 cells treated with 1 mM melatonin for 24 h and 48 h separately. 

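At 24 h, 13582 genes had an FPKM of at least 1 with melatonin or with DMSO, and 591 of them changed at least 2-fold on the log2(FPKM + 1) scale. Of these, 193 were higher and 398 were lower with melatonin. At 48 h, 789 of 13805 genes changed, with 330 higher and 459 lower. Between the DMSO libraries of 24 h and 48 h, which differ in time and not in treatment, 1072 of 13854 genes passed the same threshold. The split into higher and lower genes depended on the scale. Of the genes changed at 24 h, 32.7% were higher, against 45.8% after rescaling to TPM and 45.7% after a correction for GC content and gene length. Of those changed between the DMSO libraries, 45.2% were higher at 48 h, against 80.7% with TPM and 61.8% with the plain sum of reads as library size. Many of the changed genes were short and rested on few reads. At 24 h, 392 of the changed genes were shorter than 200 bp, 382 had fewer than 10 reads in both libraries, and 66 were protein-coding. At 48 h, 343 were shorter than 200 bp, 280 had fewer than 10 reads in both libraries, and 253 were protein-coding. Restricting the test to protein-coding genes, a choice made after the data were seen, moved the count of 24 h by the largest factor of the alternatives run. An exact binomial test of the recovered reads, which compares the libraries and not the conditions, left 208 of the changed genes at 24 h and 514 at 48 h with a Benjamini-Hochberg adjusted p-value under 0.05.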

We identified 1163 genes and 2201 genes with significant expression change after 24 h and 48 h treatment with melatonin respectively as compared to controls (*p* < 0.05). Among which, 391 overlapping genes were differentially expressed in HepG2 cells treated with melatonin for 24 h and 48 h (Figure 2A). These genes are closely associated with DNA replication, DNA metabolic process, response to wounding, steroid metabolic process, extracellular matrix, calcium ion binding, cellular response to DNA damage stimulus, sulfur compound metabolic process and angiogenesis as judged by gene ontology analysis (Figure 2B, and Supplementary Figure S1A). In addition, those genes are enriched in homologous recombination, complement and coagulation cascades, steroid hormone biosynthesis, arachidonic acid metabolism, cell adhesion molecules, fatty acid biosynthesis, and PPAR signaling pathway as judged by KEGG analysis (Figure 2C, and Supplementary Figure S1B). 

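Among the 12775 genes tested at both times, 152 changed at least 2-fold at both 24 h and 48 h, where 15.8 would be shared if the lists were independent and all genes equally likely to change. Short genes were not, and with genes under 200 bp and longer genes taken apart, a split made after the data were seen, 76.5 would be shared. Of the short genes 91 changed at both times where 71.9 would be shared, and of the longer genes 61 where 4.57 would be. Of all 152 genes, 35 were higher with melatonin at both times, 76 were lower at both times, and 41 changed in opposite directions. Of the 41, 30 fell at 24 h and rose at 48 h, and 11 rose first and then fell. When at least 50 reads in either library were required at each time, 50 genes changed at both times and 3 of them changed in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of 24 h and 48 h had a Pearson's r of 0.42 and a Spearman's rho of 0.46. Across the 10801 genes with at least 50 reads in every library, r was 0.56 and rho was 0.52.

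**Figure D1:**
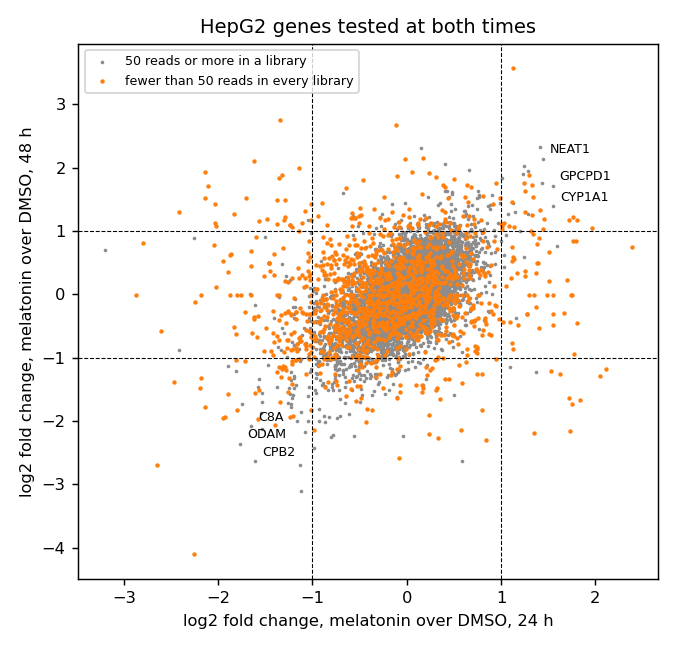
Each point is a gene tested at both times, with its log2 fold change of FPKM + 1 (melatonin over DMSO) at 24 h on the x axis and at 48 h on the y axis. Orange points have fewer than 50 reads in every library, dashed lines mark a log2 fold change of 1 and -1, and most points beyond both lines in the upper left and lower right corners are orange.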

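For DNA replication, a list of 34 genes of the replication machinery (the MCM helicase, replication factor C, the DNA polymerases, primase, RPA, PCNA, FEN1, LIG1, DNA2 and RNase H) was written by hand before the data were examined, and all 34 passed the FPKM minimum. The list's median log2 fold change was compared with the medians of 10000 random lists of the same size matched on mean expression. At 24 h the median was 0.06, at percentile 72.5 of the random lists. At 48 h it was 0.63, above all of the random lists, whose central 95% ran from -0.16 to 0.13. At 48 h, 32 of the 34 genes were higher with melatonin and 2 (POLD4 and RNASEH1) were lower, and RFC3 alone passed the 2-fold threshold. RFC3 on chromosome 13 went from an FPKM of 4.41 with DMSO to 12.8 with melatonin, from 278 and 814 reads. PCNA on chromosome 20 rose with a log2 fold change of 0.70 from 1929 and 3185 reads, MCM2 on chromosome 3 went from an FPKM of 11.8 to 20.4 and MCM6 on chromosome 2 from 2.79 to 6.54. Between the DMSO libraries, the list's median was -0.85 for 48 h over 24 h, and between the melatonin libraries it was -0.44.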

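For 6 of these pathways, gene lists written by hand before the data were examined were set against random lists matched on expression. The homologous recombination list had a median log2 fold change of 0.12 at 24 h (percentile 92.5) and of 0.57 at 48 h (percentile 100), with 28 of 31 tested genes higher with melatonin at 48 h. The complement and coagulation list moved the other way at both times, with a median of -0.20 at 24 h (percentile 0.01) and of -0.32 at 48 h (percentile 0). In it, 9 of 45 tested genes fell at least 2-fold at 48 h and none rose as far. CFI fell from an FPKM of 68.3 with DMSO to 16.4 with melatonin, C4BPA from 18.9 to 5.89, and C8B from 3.88 to 0.264, the last from 232 and 16 reads. The steroid hormone biosynthesis list stood below the random lists at 24 h, with a median of -0.19 (percentile 0.3), and inside their range at 48 h, with a median of 0.07 (percentile 82). The arachidonic acid list had a median of -0.01 at 24 h (percentile 29.6) and of 0.25 at 48 h (percentile 99.8), and with an FPKM minimum of 5 its median at 48 h was 0.04 (percentile 81.6). The fatty acid biosynthesis list lay inside the range of the random lists at both times, with medians of 0.12 and 0.03. The PPAR signaling list had a median of 0.05 at 24 h (percentile 79) and of 0.08 at 48 h (percentile 98.2), and the latter fell inside the central 95% under 5 other settings.

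**Figure D2:**
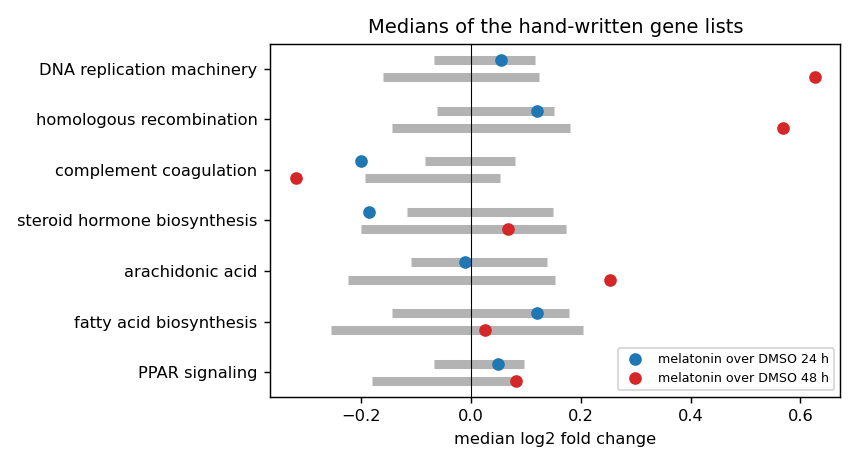
Points give the median log2 fold change of FPKM + 1 (melatonin over DMSO) of each hand-written gene list at 24 h (blue) and 48 h (red), and grey bars give the central 95% of the medians of 10000 random lists matched on expression. The DNA replication and homologous recombination lists lie right of their bars at 48 h, and the complement and coagulation list lies left of its bars at both times.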

Most of melatonin treatment for 48 h induced genes were functionally connected into a well linked interaction network that contains genes associated with DNA replication, response to wounding and extracellular matrix, as judged by the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) (Figure 2D). 

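The genes that could be read in the 48 h network were looked up in the libraries of 48 h. They are the paper's own calls on these data, so their changes are no independent check. Of 31 DNA replication genes, all were higher with melatonin, 29 had an FPKM of at least 1, and 12 of these passed the 2-fold threshold, with a median log2 fold change of 0.96. EME1 went from an FPKM of 1.12 with DMSO to 4.77 with melatonin, TIMELESS from 5.79 to 14.8 and POLQ from 1.30 to 4.33. In the same genes the DMSO library of 48 h was lower than that of 24 h, with a median log2 fold change of -1.02. Of 36 extracellular matrix genes, 15 had an FPKM of at least 1, of which 6 fell and 2 rose at least 2-fold, with a median of -0.95. Over all 36 genes the median was -0.25, with 9 above 0 and 26 below. APOH fell from an FPKM of 919 to 229 and VTN from 62.6 to 21.5, while BGN rose from 1.13 to 4.61. Of 31 response to wounding genes with a match in the files, 18 had an FPKM of at least 1, of which 8 fell and 3 rose at least 2-fold, with a median of -0.88. Over all 31 the median was -0.15, with 12 above 0 and 19 below. HSPB1 fell from 31.6 to 9.67 and CEACAM1 from 70.9 to 28.7, while MTR rose from 4.01 to 10.4.

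**Figure D3:**
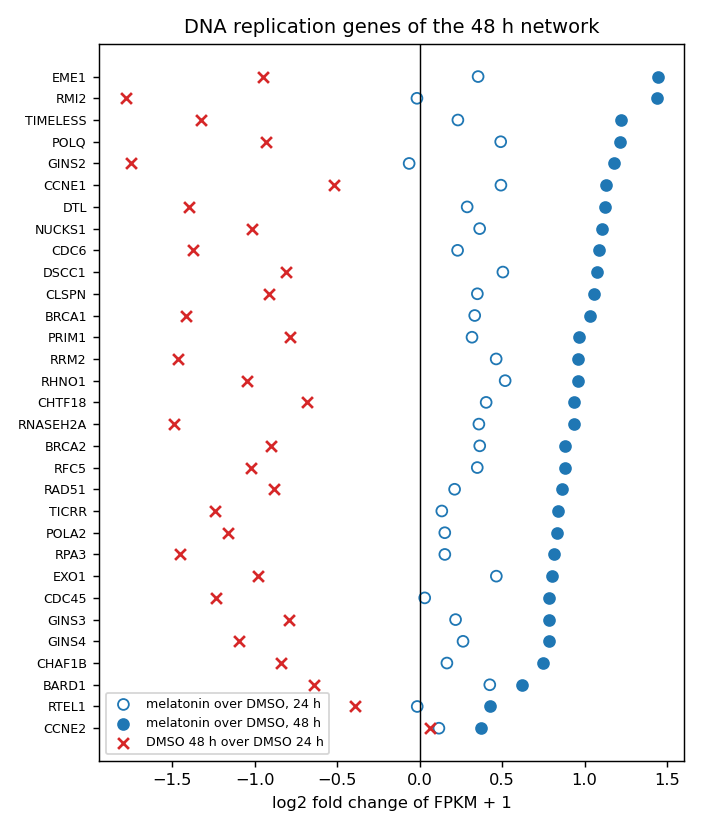
Each row is a DNA replication gene read from the 48 h network, with its log2 fold change of FPKM + 1 on the x axis for melatonin over DMSO at 24 h (open blue circles), for melatonin over DMSO at 48 h (filled blue circles) and for the DMSO library of 48 h over that of 24 h (red crosses). All 31 filled circles lie right of 0, and the red crosses lie left of 0 except that of CCNE2.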

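The genes that could be read in the 24 h network of Supplementary Figure S1C were looked up in the libraries of 24 h, and these too are the paper's own calls on the same data. Of 21 steroid metabolic process genes, 12 had an FPKM of at least 1, with a median log2 fold change of -0.91 for melatonin over DMSO. Of the 12, 5 fell and 3 rose at least 2-fold. APOL1 fell from an FPKM of 70.1 to 25.9, SPP1 from 208 to 88.9 and SULT2A1 from 27.1 to 11.3, while NR0B2 rose from 32.7 to 67.7. Of 23 extracellular matrix genes, 11 had an FPKM of at least 1, with a median of -0.80, and HPX, CD248 and ANG fell at least 2-fold. ANG went from 17.6 to 7.21. Of 23 response to wounding genes, 11 had an FPKM of at least 1, all 11 were lower with melatonin, and their median was -0.98. Over all the genes read, low ones included, the medians were -0.52 for the steroid genes (7 above 0, 14 below), -0.28 for the extracellular matrix genes (7 and 16) and -0.49 for the wounding genes (4 and 19). EPO fell from 6.31 to 1.71, from 154 and 46 reads, and APOH from 945 to 457.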

Meanwhile, many of those genes induced by melatonin treatment for 24 h were functionally correlated into a network that includes genes correlated with steroid metabolic process, response to wounding and extracellular matrix (Supplementary Figure S1C). Several target genes-induced by melatonin were randomly selected to further validate with quantitative real-time RT-PCR (RT-qPCR) in HepG2 cells treated with 1 mM melatonin for 24 h and 48 h, and the changes were consistent with the results obtained from mRNA-seq (Figure 2E). 

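The 8 genes measured by RT-qPCR changed in the same direction at 24 h and 48 h in the mRNA-seq libraries, 6 upward and 2 downward. GPCPD1 (ENSG00000125772, chromosome 20 of hg38 from 5544404 to 5611026) rose from an FPKM of 1.73 (95% exact Poisson interval 1.52 to 1.96) to 6.97 (6.56 to 7.40) at 24 h and from 0.763 (0.636 to 0.909) to 4.78 (4.45 to 5.12) at 48 h. CAPN5 (chromosome 11 from 77066932 to 77126155) rose from 0.389 to 1.92 at 24 h and from 0.703 to 3.11 at 48 h. SESN3 (chromosome 11 from 95165513 to 95232541) rose from 0.0824 to 0.597 at 24 h and from 0.0992 to 1.49 at 48 h. EFR3B (chromosome 2 from 25042130 to 25159137) rose from 0.226 to 1.21 at 24 h and from 0.099 to 1.40 at 48 h. UNC93A (chromosome 6 from 167271169 to 167316019) fell from 5.09 (4.48 to 5.75) to 0.639 (0.445 to 0.889) at 24 h and from 2.26 (1.90 to 2.68) to 0.484 (0.324 to 0.695) at 48 h. CHST9 (chromosome 18 from 26906481 to 27185317) fell from 1.15 to 0.27 at 24 h and from 1.13 to 0.184 at 48 h. CRISPLD2 (chromosome 16 from 84819984 to 84920768) and PPP1R36 (chromosome 14 from 64549902 to 64589380) had an FPKM below 1 in every library. CRISPLD2 had 1 read with DMSO and 28 with melatonin at 24 h, which is 8.45-fold higher with DMSO set at the floor of 3 reads. At 48 h it had 4 and 45 reads. PPP1R36 had 0 and 8 reads at 24 h, which is 2.41-fold higher with DMSO set at that floor. At 48 h it had 0 and 4 reads. For PPP1R36 the intervals of the libraries overlapped at both times. On the log2(FPKM + 1) scale, 3 of the 8 genes changed at least 2-fold at 24 h and 5 at 48 h. With a pseudocount of 0.1 in place of 1, all 8 did at 24 h and all but PPP1R36, with 0 and 4 reads, did at 48 h. From its own mRNA-seq and RT-qPCR results, the paper states that melatonin can regulate the expression of genes related to cancer.

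**Figure D4:**
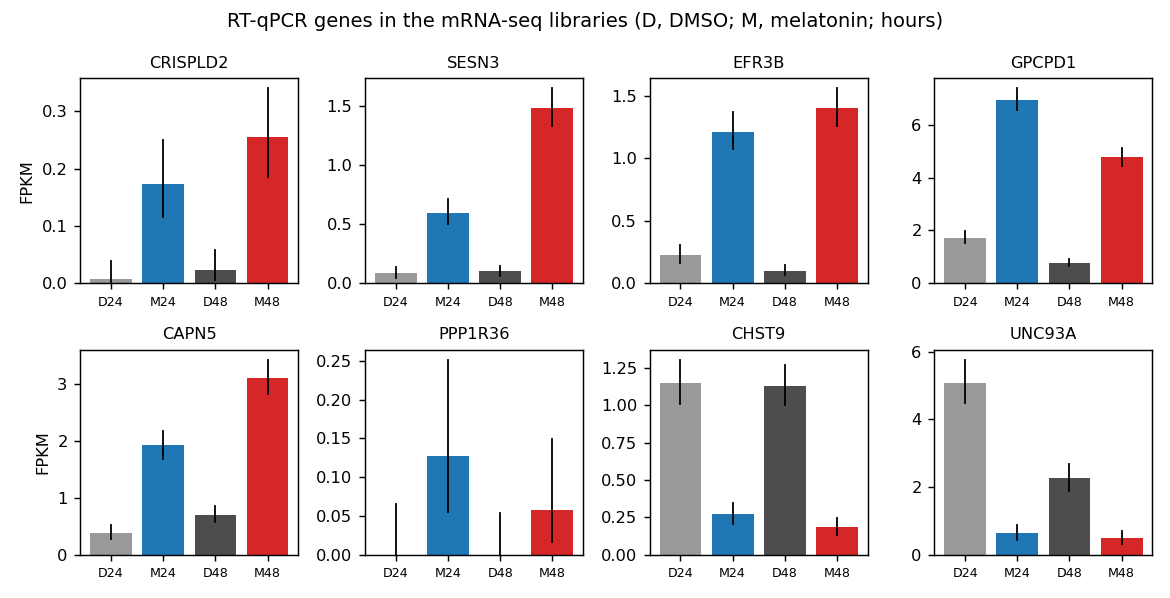
Bars give the FPKM of each RT-qPCR gene in the libraries of DMSO 24 h (D24), melatonin 24 h (M24), DMSO 48 h (D48) and melatonin 48 h (M48), 1 library each, and black lines give the 95% exact Poisson interval of the recovered reads. The scale differs between genes, and CRISPLD2 and PPP1R36 stay under an FPKM of 1.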

Among these genes, *CRISPLD2* and *SESN3* are involved in extracellular matrix. *EFR3B* and *GPCPD1* participate in regulating phospholipid metabolic process function. 

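Among the 111 genes that changed at least 2-fold in the same direction at 24 h and 48 h, the 5 with the largest rise, ranked by the smaller of their log2 fold changes, were GPCPD1, NEAT1, C10orf10, AC005224.4 and CYP1A1. The non-coding RNA NEAT1 (chromosome 11 of hg38 from 65422774 to 65445540) rose from an FPKM of 9.89 to 28.5 at 24 h and from 13.5 to 62.8 at 48 h. C10orf10 (chromosome 10 from 44970981 to 44978810) rose from 5.43 to 16.3 at 24 h and from 19.1 to 67.5 at 48 h. CYP1A1 (chromosome 15 from 74719542 to 74725610), which encodes a cytochrome P450, rose from 1.24 to 5.55 at 24 h and from 4.18 to 12.6 at 48 h. AC005224.4, a long non-coding RNA on chromosome 17, rose from 31.3 to 85.2 at 24 h and from 7.31 to 40.9 at 48 h. The 5 largest falls were in short genes with few reads. They were MT-TQ, RNA5SP111, AC010332.1, RNA5SP201 and a Y RNA gene on chromosome 20, all of them 124 bp or shorter, and the largest of their counts was 36 reads. Among protein-coding genes with at least 50 reads in a library, a choice made after the data were seen, 9 rose and 21 fell at both times. The largest falls among these were in ODAM, C8A and CPB2. CPB2 (a carboxypeptidase of the coagulation system) fell from an FPKM of 59.6 to 18.9 at 24 h and from 74.7 to 11.2 at 48 h, and ODAM from 17.3 to 4.39 and from 16.0 to 2.31. C8A, of the complement system, went from 549 to 160 reads and from 542 to 90 reads.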

Taken together, melatonin can regulate the expression of cancer-related genes.

**FIGURE 2:**
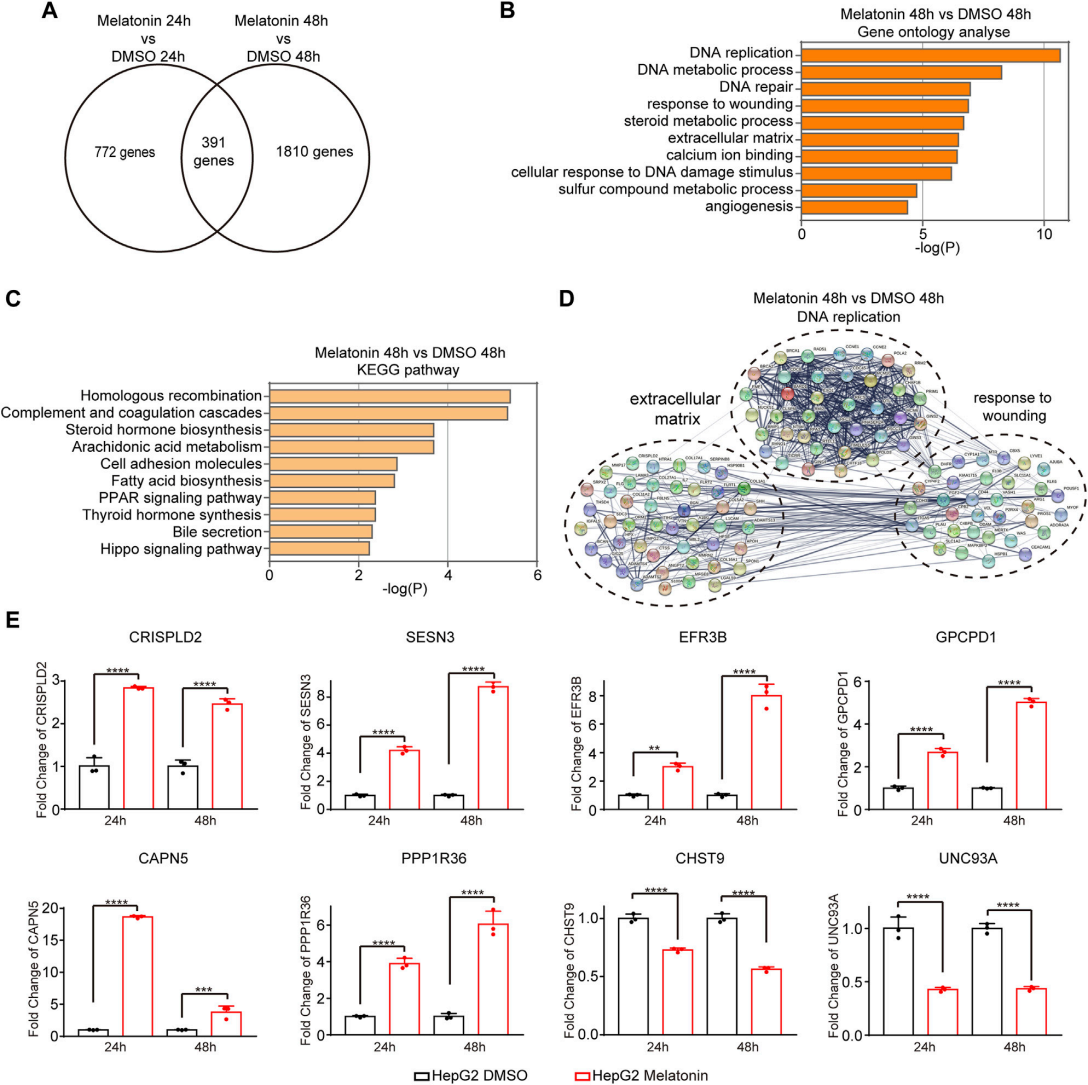
Analysis of gene expression changes induced by melatonin. **(A)** Venn diagram showed the overlapping genes differentially expressed in HepG2 cells treated with melatonin for 24 h and 48 h **(B)** Gene ontology analyses of gene expression events induced by melatonin treatment for 48 h. Fisher exact *p* values were plotted for each category. **(C)** KEGG pathway analyses of gene expression events induced by melatonin treatment for 48 h. **(D)** Functional association network of melatonin-induced gene expression changes. Genes in panel B were analyzed using the STRING database, and subgroups are marked according to their functions. **(E)** The identified gene expression changes were validated by RT-qPCR. The mean ± SD of relative fold changes was plotted (*n* = 3) with *p* values calculated by one-way ANOVA.

### Analysis of alternative splicing events induced by melatonin

In order to explore the effect of melatonin on AS, we systematically analyzed mRNA-seq data to identify differentially changed AS events. We respectively identified 1670 and 2838 AS events with a significant change of percent-spliced-in (PSI) values (the change of PSI >0.15) after 24 h and 48 h treatment with melatonin compared to controls. 335 overlapping AS events were differentially expressed in HepG2 cells treated with melatonin for 24 h and 48 h (Figure 3A). Figure 3B shows the read tracks of one example. 

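The example is TERF1 (ENSG00000147601), which the files place on chromosome 8 of hg38 from 73008864 to 73048122 on the forward strand. In GENCODE 44 a coding exon of 60 bp, numbered 6 or 7 depending on the transcript, lies on chromosome 8 from 73030336 to 73030395. Its sequence is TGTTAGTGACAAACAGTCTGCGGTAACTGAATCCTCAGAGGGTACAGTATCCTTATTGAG. It is preceded by TCTTTTAAAG and followed by GTGAAGTAAA in the introns. Leaving it out keeps the reading frame. The gene's FPKM was 2.42 (95% exact Poisson interval 2.18 to 2.67) with DMSO and 2.50 (2.27 to 2.74) with melatonin at 24 h, and 2.55 (2.33 to 2.78) with DMSO and 2.55 (2.33 to 2.78) with melatonin at 48 h, from 392 to 500 reads. A difference in total expression between melatonin and DMSO was not detectable at this depth. The values are totals of the gene and hold no information on which exons the reads came from.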

We found that melatonin can modulate various types of AS, including skipped exon (SE), alternative 5′ ss exon (A5E), alternative 3′ ss exon (A3E), retained intron (RI) and mutually exclusive exons (MXE) (Figure 3C and Supplementary Figure S2A). Subsequent analysis indicated that most of the SE events were positively regulated by melatonin (increased PSI value) while most of the RI events were negatively controlled (decreased PSI value) (Figure 3D and Supplementary Figure S2B).

**FIGURE 3:**
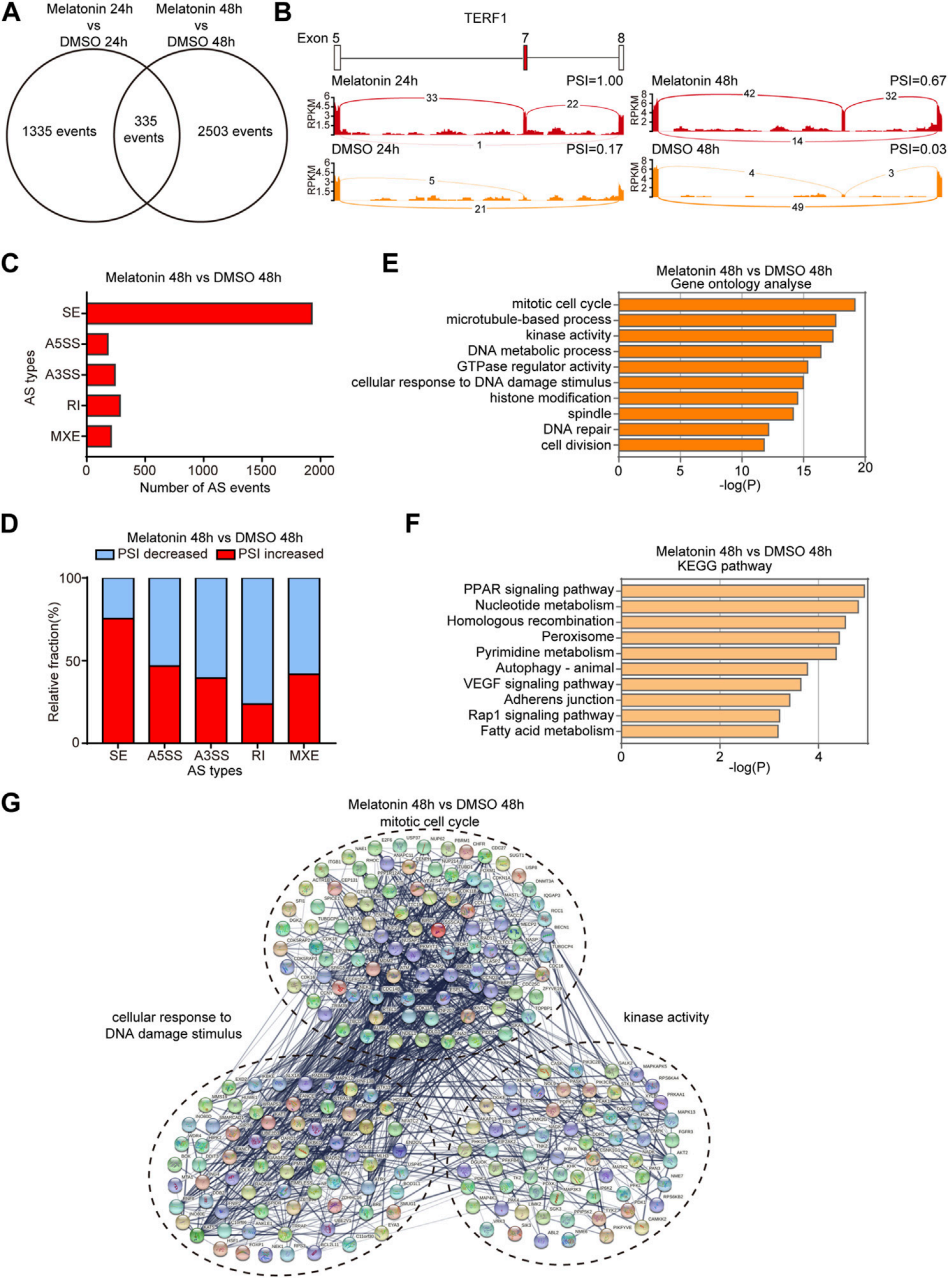
Analysis of alternative splicing events induced by melatonin. **(A)** Venn diagram showed the overlapping AS events differentially expressed in HepG2 cells treated with melatonin for 24 h and 48 h. **(B)** Example of alternative splicing affected by melatonin. Alternative splicing of *TERF1* was chosen to represent an increase of PSI, and numbers of exon junction reads were indicated. **(C)** Quantification of the different AS events affected by melatonin treatment for 48 h. **(D)** The relative fraction of each AS event positively or negatively induced by melatonin treatment for 48 h. **(E)** Gene ontology analyses of AS events regulated by melatonin treatment for 48 h. Fisher exact *p* values were plotted for each category. **(F)** Pathways were analyzed by KEGG pathway database for melatonin treatment 48 h induced AS events. **(G)** Functional association network of melatonin-induced AS events using the STRING database.

We analyzed cellular functions of melatonin-induced AS events using gene ontology and found that these genes are associated with mitotic cell cycle, microtubule-based process, kinase activity, DNA metabolic process, GTPase regulator activity, cellular response to DNA damage stimulus, histone modification, spindle, DNA repair and cell division as judged by gene ontology analysis (Figure 3E and Supplementary Figure S2C). Meanwhile, the AS events are abundantly enriched in PPAR signaling pathway, nucleotide metabolism, homologous recombination, peroxisome and other pathways as judged by KEGG analysis (Figure 3F and Supplementary Figure S2D). In addition, we performed STRING analysis and found that many melatonin-regulated AS events were functionally connected into well linked interaction networks that contains genes associated with mitotic cell cycle, cellular response to DNA damage stimulus and kinase activity (Figures 3G, Supplementary Figure S2E). Taken together, these results suggest that the biological processes affected by melatonin are related to tumorigenesis and cancer progression.

### Alternative splicing switches induced by melatonin

We subsequently validated mRNA-seq results by measuring the splicing change of randomly chosen targets in HepG2 and Hep3B cells treated with melatonin by the semi-quantitative RT-PCR assay. Consistent with the results from mRNA-seq analysis, melatonin promoted exon 5 splicing of *IKBKG* (inhibitor of nuclear factor kappa-B kinase subunit gamma). Similarly, melatonin also stimulated the inclusion of exon 6 of *LPIN1* (phosphatidic acid phosphatase 1), exon 25 of *ITGA6* (Integrin alpha-6), exon 7 of *TERF1* (telomeric repeat-binding factor 1), exon 8 of *KIF23* (mitotic kinesin-like protein 1) and exon 7 of *PLEKHM2* (Pleckstrin homology domain-containing family M member 2). Meanwhile, melatonin could induce the skipping of exon 10 of *SIN3B* (histone deacetylase complex subunit) and exon 10 of *ATXN2* (spinocerebellar ataxia type 2 protein) (Figure 4A and Supplementary Figures S3,S4). In addition, other types of splicing events induced by melatonin were also validated. Briefly, melatonin promoted the upstream 3′ ss usage of *ENTPD6* (ectonucleoside triphosphate diphosphohydrolase 6) and inhibited the distal 5′ ss usage of *CLEC16A* (c-type lectin domain family 16 member A) (Figures 4B,C). Among these genes, *IKBKG* encodes nuclear factor κB essential modulator (NEMO), which acts as a tumor repressor in HCC. Moreover, NEMO protects the liver against chronic inflammation, progression of nonalcoholic steatohepatitis, and hepatocarcinogenesis (Luedde et al., 2007; Kondylis et al., 2017). *LPIN1* could regulate nuclear remodeling, mediating the effect of mTORC1 on SREBP pathway (Peterson et al., 2011). *SIN3B* is a transcription suppressor, which interacts with MXI1 to repress MYC responsive genes, thereby antagonizing MYC oncogenic activities (Alland et al., 1997). *SIN3B* also regulates cell cycle progression by repressing the expression of cell cycle inhibitor genes (Bowman et al., 2014). Taken together, melatonin could regulate a variety of splicing events in HCC.

**FIGURE 4:**
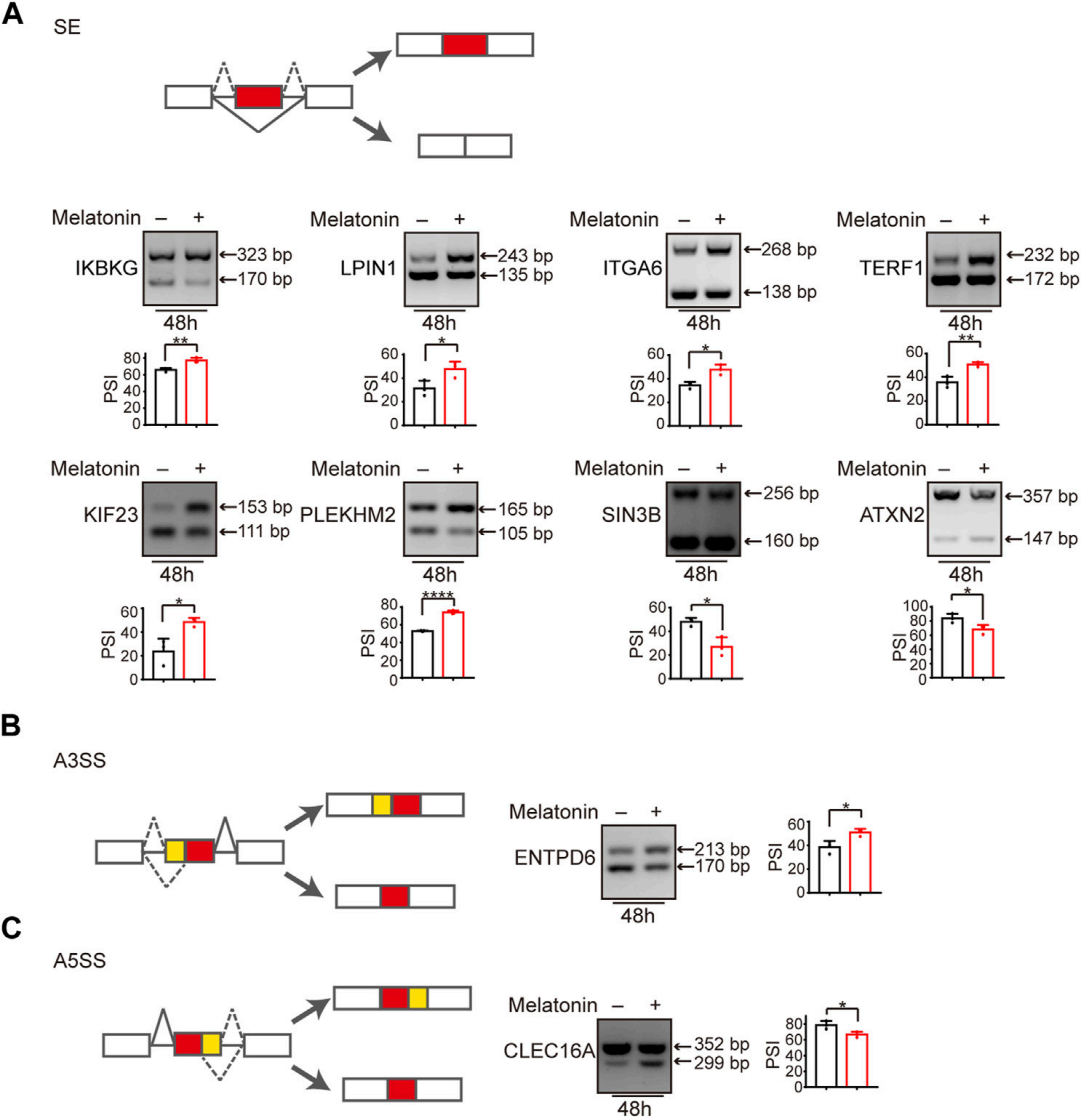
Alternative splicing switch induced by melatonin. **(A)** Exons skipping in *IKBKG*, *LPIN1*, *ITGA6*, *TERF1*, *KIF23*, *PLEKHM2*, *SIN3B*, and *ATXN2* were examined by semi-quantitative RT-PCR in HepG2 cells treated with 1 mM melatonin for 48 h. The mean ± SD of PSIs from three experiments were plotted and *p* values calculated by unpaired *t* test. **(B,C)** Alternative 3′ splice sites usage of *ENTPD6* and alternative 5′ splice sites usage of *CLEC16A* were examined by semi-quantitative RT-PCR in HepG2 cells treated with 1 mM melatonin for 48 h. The mean ± SD of PSIs from three experiments were plotted and *p* values calculated by unpaired *t* test.

## The regulatory effect of melatonin on alternative splicing is partially dependent on MT1

Previous study reported that melatonin exerted anti-tumor effect through interacting with melatonin receptors MT1 or MT2 (Mao et al., 2010; Liu et al., 2016; Asghari et al., 2017; Ferlazzo et al., 2020). Therefore, we investigated whether the regulation of alternative splicing by melatonin is dependent on melatonin receptors. Since MT2 is not expressed in HepG2 cells (Carbajo-Pescador et al., 2009; Carbajo-Pescador et al., 2011), we constructed HepG2 cells with MT1 stable depletion, and verified the knockdown efficiency by RT-qPCR (Figure 5A). Subsequently, we treated MT1-depleted and control HCC cells with different concentrations of melatonin for 24 h, and examined splicing switches using semi-quantitative RT-PCR. Importantly, we found that melatonin-induced splicing switches are at least partially dependent on the status of MT1. We revealed that melatonin promoted the production of the long-isoforms of *IKBKG*, *ITGA6*, and *PLEKHM2* in a dose-dependent manner, while the regulatory effect of melatonin was significantly attenuated in MT1-depleted HepG2 cells (Figure 5B). Overall, the regulatory effect of melatonin on alternative splicing in HCC cells is at least partly modulated by MT1.

**FIGURE 5:**
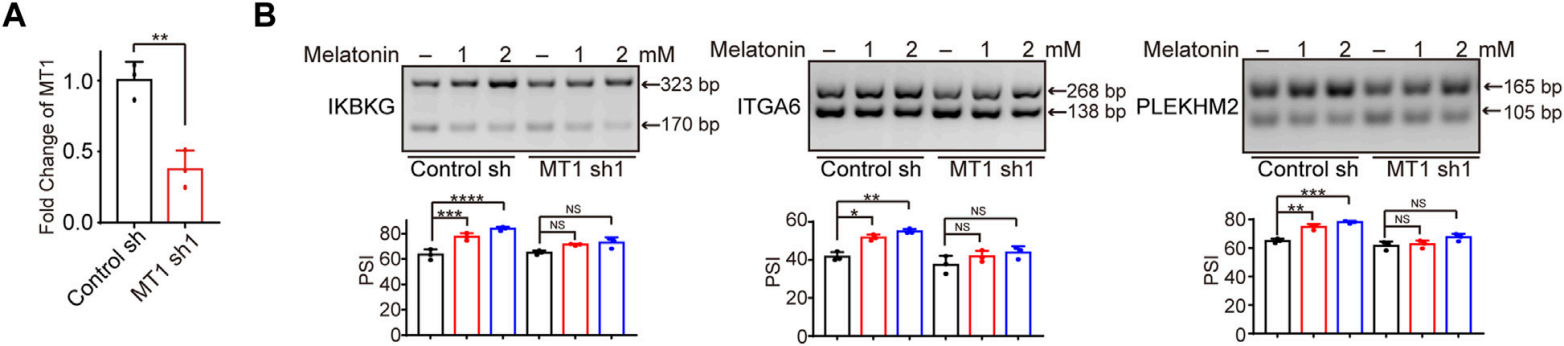
The regulatory effect of melatonin on alternative splicing is dependent on MT1. **(A)** The MT1 expression was validated by RT-qPCR. **(B)** Exons skipping of *IKBKG*, *ITGA6*, and *PLEKHM2* were examined by semi-quantitative RT-PCR in control and MT1-konckdown HepG2 cells treated with 1mM and 2 mM melatonin for 24 h. The mean ± SD of PSIs from three experiments were plotted and *p* values calculated by one-way ANOVA.

### *IKBKG* splicing switch participated in melatonin-induced HCC inhibition

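IKBKG (ENSG00000269335), which encodes NEMO, lies on chromosome X of hg38 from 154541199 to 154565046 on the forward strand. In GENCODE 44 the exon that separates the long and short products of the paper's IKBKG primers lies from 154560407 to 154560559. It is a coding exon of 153 bp (51 codons) with a GC content of 74.5%, and it is numbered 5 in most transcripts that hold it. Its sequence is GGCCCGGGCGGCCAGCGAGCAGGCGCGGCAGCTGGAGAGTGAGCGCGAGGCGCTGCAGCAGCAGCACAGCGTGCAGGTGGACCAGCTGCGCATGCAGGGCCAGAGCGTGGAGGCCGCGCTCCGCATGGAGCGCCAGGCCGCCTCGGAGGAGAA. It is preceded by CCCGTGCCAG and followed by GTGAGTCAGC in the introns, and the neighbouring exons end at 154558650 and begin at 154561688. The primers' long product comes from 14 annotated transcripts and their short product from 2. The files give the total of the gene and not its isoforms, so inclusion of the exon was not analysed here. In HepG2 cells the total FPKM of IKBKG was 4.28 (95% exact Poisson interval 3.79 to 4.81) with DMSO and 4.93 (4.43 to 5.47) with melatonin at 24 h, from 277 and 353 reads. At 48 h it was 6.77 (6.20 to 7.38) with DMSO and 2.83 (2.47 to 3.23) with melatonin, from 524 and 222 reads, a log2 fold change of -1.02. The total of IKBKG is uncertain because the pseudogene IKBKGP1 (chromosome X from 154639978 to 154648275) is near-identical and the authors' counting could have split reads between them. IKBKGP1 had 33 reads with DMSO and 12 with melatonin at 24 h, and 303 with DMSO and 47 with melatonin at 48 h.

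**Figure D5:**
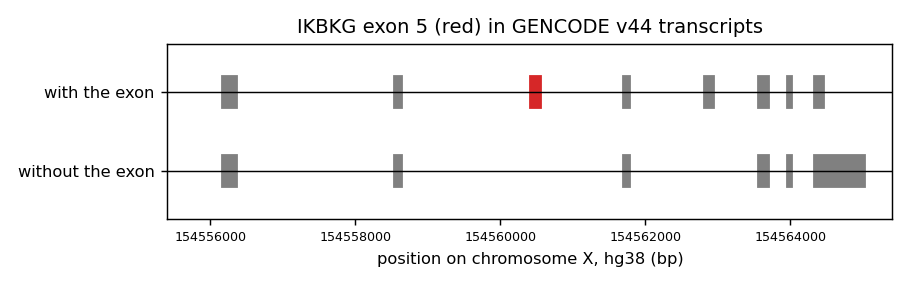
The map shows part of IKBKG on chromosome X of hg38, with position in bp on the x axis, for a GENCODE 44 transcript that holds exon 5 (top) and a transcript that skips it (bottom). Boxes are exons, lines between boxes are introns, and exon 5 of 153 bp is red. The lines also run on past the ends of the transcripts. The bottom transcript lacks a further exon as well, from 154562810 to 154562953.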

We have demonstrated that melatonin promoted the inclusion of exon 5 of *IKBKG*, resulting in an increase of full length of *IKBKG* (Figure 6A). In addition to liver cancer, we examined the splicing change of *IKBKG* upon melatonin treatment in NCI-H1299 and A549 lung cancer cells, and human embryonic kidney HEK-293T cells. We found that melatonin could affect the splicing of *IKBKG* in multiple cell lines (Supplementary Figure S5A). Importantly, *IKBKG* encoding protein NEMO/IKK-γ, together with IKK-α and IKK-β to form IKK complex, thereby regulating the activity of NF-κB. Previously, NEMO was identified as a tumor suppressor in liver by conditional hepatocyte-specific deletion of NEMO in mice (Luedde et al., 2007; Seki and Brenner, 2007; Kondylis et al., 2015; Mossanen et al., 2019). Moreover, NEMO expression was down-regulated in HCC as compared to their surrounding non-neoplastic liver tissues (Aigelsreiter et al., 2012). Therefore, we further performed western blot assay and validated that melatonin could increase the protein level of long isoform of NEMO (Supplementary Figure S5B). Next, we sought to investigate the role of the long isoform (NEMO-L) and the short isoform (NEMO-S) of *IKBKG* in HCC progression. NEMO-L isoform is the full-length transcript, whereas NEMO-S isoform lacks the exon 5 that encodes the domain associating with TANK (Figure 6B). In order to explore the effects of two NEMO isoforms on cell proliferation, we stably overexpressed NEMO-L or NEMO-S in HepG2 cells respectively. The expression of NEMO-L and NEMO-S were verified at both RNA and protein levels using semi-quantitative RT-PCR and western blot assays (Figures 6C,D). We found that HepG2 cells expressing NEMO-L grew much slower as compared to control cells, as well as HepG2 cells expressing NEMO-S as judged by CCK8 and colony formation assays (Figures 6E,F). These results suggested that NEMO-L, the full-length isoform, could inhibit HCC cell proliferation. Due to lack of exon 5, NEMO-S lost the ability to suppress HCC cell proliferation.

**FIGURE 6:**
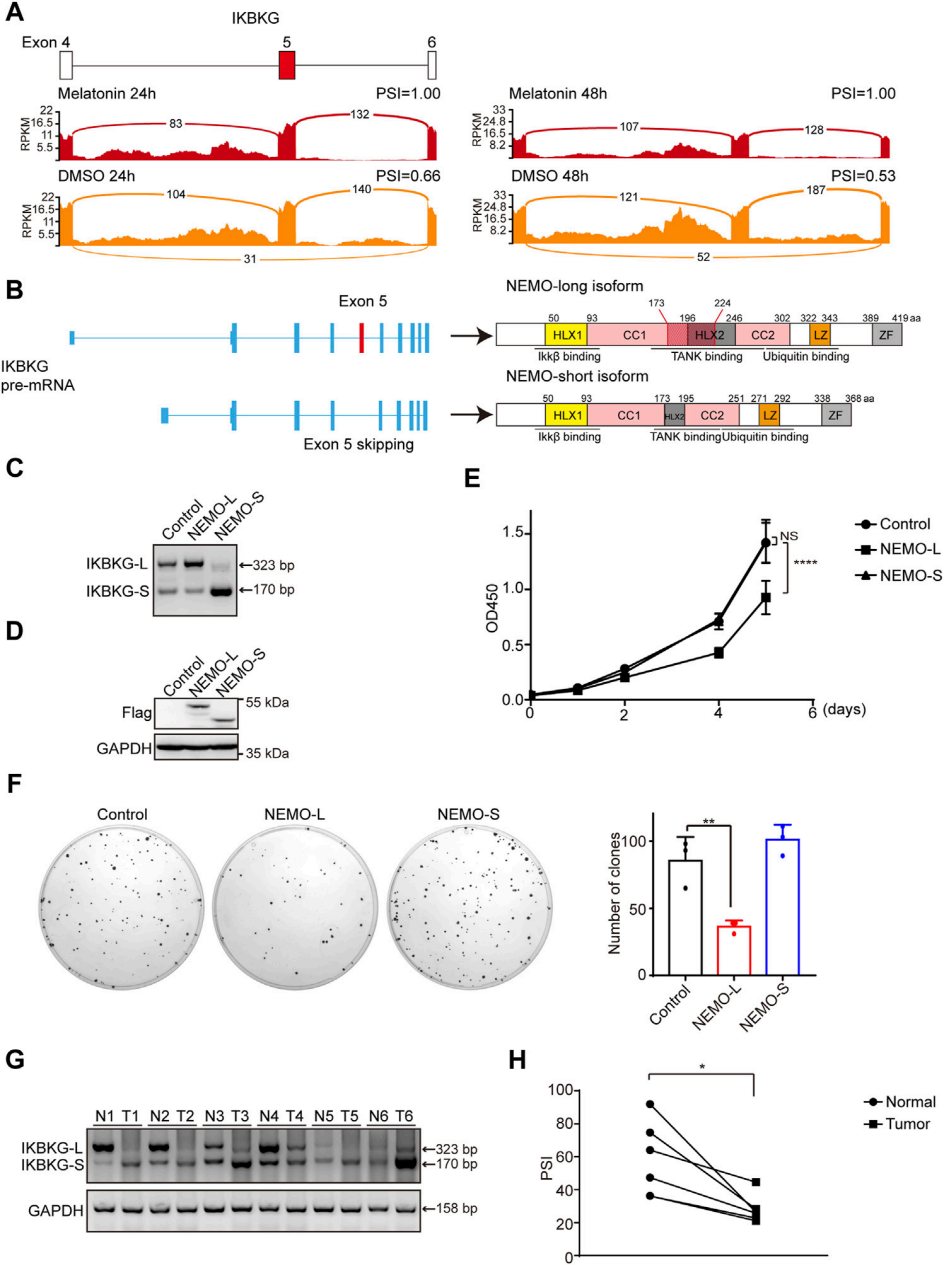
NEMO-L inhibits cell proliferation. **(A)** Alternative exon of *IKBKG* affected by melatonin. Numbers of exon junction reads and PSI were indicated. **(B)** Schematics of human *IKBKG* (NEMO) pre-mRNA and protein. NEMO-long isoform included the exon 5, while NEMO-short isoform skipped the exon 5. **(C,D)** HepG2 cells with stable expression of Flag-tagged NEMO-L or NEMO-S were constructed. RNA levels of *IKBKG* were examined by semi-quantitative RT-PCR **(C)**. Protein levels of exogenous NEMO were confirmed by western blot analysis using anti-Flag antibodies **(D)**. **(E)** Cell proliferation of HepG2 cells stably expressing NEMO-L or NEMO-S were analyzed by CCK8 assay at intervals, with *p* values calculated by two-way ANOVA. **(F)** Colony formation assays of HepG2 cells stably expressing NEMO-L or NEMO-S. Images of the whole plate are shown. The mean ± SD of relative colony numbers was plotted (*n* = 3) and *p* values calculated by one-way ANOVA. **(G,H)** Alternative splicing of *IKBKG* were measured in six paired liver cancer tissues and adjacent normal tissues by semi-quantitative RT-PCR. PSI values were plotted. * Indicated *p* < 0.05.

To further investigate the clinical significance of *IKBKG* splicing in cancer patients, we examined the relative levels of two *IKBKG* isoforms in six pairs of liver cancer samples and adjacent normal tissues. Relative mRNA levels of *IKBKG*-L were significantly decreased in six liver cancer samples compared with paired normal tissues (Figures 6G,H), indicating that despite the apparent heterogeneity of different tumor samples, the expression of *IKBKG*-L is generally reduced. Taken together, our results indicate that melatonin suppresses HCC progression through mediating *IKBKG* splicing.

## Discussion

Melatonin is a natural indole amine that is mainly produced by the pineal gland in human body. Melatonin has various functions, including the regulation of antioxidant and circadian rhythm. Numerous studies have shown that melatonin has significant anti-tumor activity in multiple cancers, including HCC, breast cancer, colorectal cancer, non-small lung cancer, and melanoma. Moreover, the tumor suppressing effect of melatonin is achieved by regulating various physiological functions, such as tumor proliferation, angiogenesis, metastasis, apoptosis, metabolism and immune escape (Talib, 2018; Talib et al., 2021). For example, melatonin and peroxisome proliferator-activated receptors (PPARγ) agonists synergistically induce apoptosis in breast cancer cells (Korkmaz et al., 2009). Melatonin inhibits proliferation of lung cancer cells by enhancing mitochondrial energy metabolism and reversed the Warburg effect (Chen et al., 2021). In addition, melatonin suppresses the migration and invasion of HCC cells by reducing the expression of VEGF and HIF1α (Colombo et al., 2016). Accumulating evidence suggests that melatonin has great potential in cancer therapy.

Alternative splicing of pre-mRNA is recognized as a key driver of proteomic diversity in human, by which a single gene can produce multiple isoforms with different or even opposite functions. For example, the long isoform of Bcl-x (Bcl-xL) plays an anti-apoptotic role, while its short isoform Bcl-xS functions as a pro-apoptotic factor (Wang et al., 2014). Alternative splicing can be deregulated in cancer, leading to the generation of aberrant splicing variants. These aberrant splicing variants can regulate tumorigenesis and cancer progression (Wang and Aifantis, 2020; Kitamura and Nimura, 2021). Accumulating evidence suggests that aberrant splicing variants confer therapeutic drug resistance in cancer (Sciarrillo et al., 2020). In our study, we demonstrated that melatonin exerts antitumor effects by regulating alternative splicing of many cancer-related genes. Specifically, melatonin could shift the splicing of *IKBKG* to increase the production of NEMO long isoform, thereby inhibiting cancer cell proliferation. This might be because that the full-length isoform of NEMO prevents RIPK1 activation and subsequent apoptosis by NF-κB-dependent or -independent functions, suppressing HCC progression (Kondylis et al., 2017). NEMO-S, the short isoform with the skipping of exon 5, impairs the TANK binding domain and cannot inhibit cancer cell proliferation. Our study provides a novel mechanism for melatonin to suppress cancer progression by regulating the alternative splicing of cancer-related genes.

In addition to the regulation of NEMO splicing, melatonin might also inhibit cancer progression through modulating the splicing of some other cancer-related genes. Using mRNA-seq analysis, we found that melatonin can regulate some splicing events related to mitotic cell cycle, kinase activity, DNA metabolic process, and GTPase regulator activity functions. For example, melatonin can regulate the splicing of *LPIN1* and *KIF23*, whose function is related to mitotic cell cycle. Taken together, melatonin may offer new opportunities for cancer therapeutics by regulating RNA alternative splicing.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession numbers can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE210034.

## References

[B1] AigelsreiterA.HaybaeckJ.SchauerS.KiesslichT.BettermannK.GriessbacherA. (2012). NEMO expression in human hepatocellular carcinoma and its association with clinical outcome. Hum. Pathol. 43, 1012–1019. 10.1016/j.humpath.2011.08.009 22176836

[B2] AllandL.MuhleR.HouH.Jr.PotesJ.ChinL.Schreiber-AgusN. (1997). Role for N-CoR and histone deacetylase in Sin3-mediated transcriptional repression. Nature 387, 49–55. 10.1038/387049a0 9139821

[B3] AsghariM. H.MoloudizargariM.BahadarH.AbdollahiM. (2017). A review of the protective effect of melatonin in pesticide-induced toxicity. Expert Opin. Drug Metab. Toxicol. 13, 545–554. 10.1080/17425255.2016.1214712 27434705

[B4] BonnalS. C.Lopez-OrejaI.ValcarcelJ. (2020). Roles and mechanisms of alternative splicing in cancer - implications for care. Nat. Rev. Clin. Oncol. 17, 457–474. 10.1038/s41571-020-0350-x 32303702

[B5] BowmanC. J.AyerD. E.DynlachtB. D. (2014). Foxk proteins repress the initiation of starvation-induced atrophy and autophagy programs. Nat. Cell Biol. 16, 1202–1214. 10.1038/ncb3062 25402684PMC4250422

[B6] Carbajo-PescadorS.Garcia-PalomoA.Martin-RenedoJ.PivaM.Gonzalez-GallegoJ.MaurizJ. L. (2011). Melatonin modulation of intracellular signaling pathways in hepatocarcinoma HepG2 cell line: Role of the MT1 receptor. J. Pineal Res. 51, 463–471. 10.1111/j.1600-079X.2011.00910.x 21718361

[B7] Carbajo-PescadorS.Martin-RenedoJ.Garcia-PalomoA.TunonM. J.MaurizJ. L.Gonzalez-GallegoJ. (2009). Changes in the expression of melatonin receptors induced by melatonin treatment in hepatocarcinoma HepG2 cells. J. Pineal Res. 47, 330–338. 10.1111/j.1600-079X.2009.00719.x 19817970

[B8] ChenH.GaoF.HeM.DingX. F.WongA. M.SzeS. C. (2019). Long-read RNA sequencing identifies alternative splice variants in hepatocellular carcinoma and tumor-specific isoforms. Hepatology 70, 1011–1025. 10.1002/hep.30500 30637779PMC6766942

[B9] ChenX.HaoB.LiD.ReiterR. J.BaiY.AbayB. (2021). Melatonin inhibits lung cancer development by reversing the Warburg effect via stimulating the SIRT3/PDH axis. J. Pineal Res. 71, e12755. 10.1111/jpi.12755 34214200

[B10] ColomboJ.MacielJ. M.FerreiraL. C.RfD. A. S.ZuccariD. A. (2016). Effects of melatonin on HIF-1α and VEGF expression and on the invasive properties of hepatocarcinoma cells. Oncol. Lett. 12, 231–237. 10.3892/ol.2016.4605 27347130PMC4907066

[B11] FerlazzoN.AndolinaG.CannataA.CostanzoM. G.RizzoV.CurroM. (2020). Is melatonin the cornucopia of the 21st century? Antioxidants (Basel) 9, E1088. 10.3390/antiox9111088 33167396PMC7694322

[B12] Fernandez-PalancaP.Mendez-BlancoC.FondevilaF.TunonM. J.ReiterR. J.MaurizJ. L. (2021). Melatonin as an antitumor agent against liver cancer: An updated systematic review. Antioxidants (Basel) 10, 103. 10.3390/antiox10010103 33445767PMC7828223

[B13] HuZ.DongL.LiS.LiZ.QiaoY.LiY. (2020). Splicing regulator p54(nrb)/Non-POU domain-containing octamer-binding protein enhances carcinogenesis through oncogenic isoform switch of MYC box-dependent interacting protein 1 in hepatocellular carcinoma. Hepatology 72, 548–568. 10.1002/hep.31062 31815296

[B14] HuangA.YangX. R.ChungW. Y.DennisonA. R.ZhouJ. (2020). Targeted therapy for hepatocellular carcinoma. Signal Transduct. Target. Ther. 5, 146. 10.1038/s41392-020-00264-x 32782275PMC7419547

[B15] KitamuraK.NimuraK. (2021). Regulation of RNA splicing: Aberrant splicing regulation and therapeutic targets in cancer. Cells, 2021 923. 10.3390/cells10040923 PMC807399533923658

[B16] KondylisV.KumariS.VlantisK.PasparakisM. (2017). The interplay of IKK, NF-κB and RIPK1 signaling in the regulation of cell death, tissue homeostasis and inflammation. Immunol. Rev. 277, 113–127. 10.1111/imr.12550 28462531

[B17] KondylisV.PolykratisA.EhlkenH.Ochoa-CallejeroL.StraubB. K.Krishna-SubramanianS. (2015). NEMO prevents steatohepatitis and hepatocellular carcinoma by inhibiting RIPK1 kinase activity-mediated hepatocyte apoptosis. Cancer Cell 28, 582–598. 10.1016/j.ccell.2015.10.001 26555174PMC4644221

[B18] KorkmazA.TamuraH.ManchesterL. C.OgdenG. B.TanD. X.ReiterR. J. (2009). Combination of melatonin and a peroxisome proliferator-activated receptor-gamma agonist induces apoptosis in a breast cancer cell line. J. Pineal Res. 46, 115–116. 10.1111/j.1600-079X.2008.00635.x 18798787

[B19] LiuJ.CloughS. J.HutchinsonA. J.Adamah-BiassiE. B.Popovska-GorevskiM.DubocovichM. L. (2016). MT1 and MT2 melatonin receptors: A therapeutic perspective. Annu. Rev. Pharmacol. Toxicol. 56, 361–383. 10.1146/annurev-pharmtox-010814-124742 26514204PMC5091650

[B20] LiuX.QinS. (2019). Immune checkpoint inhibitors in hepatocellular carcinoma: Opportunities and challenges. Oncologist 24, S3–S10. 10.1634/theoncologist.2019-IO-S1-s01 30819826PMC6394775

[B21] LlovetJ. M.Zucman-RossiJ.PikarskyE.SangroB.SchwartzM.ShermanM. (2016). Hepatocellular carcinoma. Nat. Rev. Dis. Prim. 2, 16018. 10.1038/nrdp.2016.18 27158749

[B22] LueddeT.BerazaN.KotsikorisV.van LooG.NenciA.De VosR. (2007). Deletion of NEMO/IKKgamma in liver parenchymal cells causes steatohepatitis and hepatocellular carcinoma. Cancer Cell 11, 119–132. 10.1016/j.ccr.2006.12.016 17292824

[B23] MaoL.ChengQ.Guardiola-LemaitreB.Schuster-KleinC.DongC.LaiL. (2010). *In vitro* and *in vivo* antitumor activity of melatonin receptor agonists. J. Pineal Res. 49, 210–221. 10.1111/j.1600-079X.2010.00781.x 20609073

[B24] MayoJ. C.SainzR. M.Gonzalez MenendezP.CepasV.TanD. X.ReiterR. J. (2017). Melatonin and sirtuins: A "not-so unexpected" relationship. J. Pineal Res. 62, e12391. 10.1111/jpi.12391 28109165

[B25] MontellaL.PalmieriG.AddeoR.Del PreteS. (2016). Hepatocellular carcinoma: Will novel targeted drugs really impact the next future? World J. Gastroenterol. 22, 6114–6126. 10.3748/wjg.v22.i27.6114 27468204PMC4945973

[B26] MossanenJ. C.KohlheppM.WehrA.KrenkelO.LiepeltA.RoethA. A. (2019). CXCR6 inhibits hepatocarcinogenesis by promoting natural killer T- and CD4(+) T-cell-dependent control of senescence. Gastroenterology 156, 1877–1889. 10.1053/j.gastro.2019.01.247 30710528

[B27] PetersonT. R.SenguptaS. S.HarrisT. E.CarmackA. E.KangS. A.BalderasE. (2011). mTOR complex 1 regulates lipin 1 localization to control the SREBP pathway. Cell 146, 408–420. 10.1016/j.cell.2011.06.034 21816276PMC3336367

[B28] SciarrilloR.WojtuszkiewiczA.AssarafY. G.JansenG.KaspersG. J. L.GiovannettiE. (2020). The role of alternative splicing in cancer: From oncogenesis to drug resistance. Drug resist. updat. 53, 100728. 10.1016/j.drup.2020.100728 33070093

[B29] SekiE.BrennerD. A. (2007). The role of NF-kappaB in hepatocarcinogenesis: Promoter or suppressor? J. Hepatol. 47, 307–309. 10.1016/j.jhep.2007.05.006 17566588PMC2739234

[B30] SungH.FerlayJ.SiegelR. L.LaversanneM.SoerjomataramI.JemalA. (2021). Global cancer statistics 2020: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. Ca. A Cancer J. Clin. 71, 209–249. 10.3322/caac.21660 33538338

[B31] TalibW. H.AlsayedA. R.AbuawadA.DaoudS.MahmodA. I. (2021). Melatonin in cancer treatment: Current knowledge and future opportunities. Molecules 26, 2506. 10.3390/molecules26092506 33923028PMC8123278

[B32] TalibW. H. (2018). Melatonin and cancer hallmarks. Molecules 2018, E518. 10.3390/molecules23030518 PMC601772929495398

[B33] TangW.ChenZ.ZhangW.ChengY.ZhangB.WuF. (2020). The mechanisms of sorafenib resistance in hepatocellular carcinoma: Theoretical basis and therapeutic aspects. Signal Transduct. Target. Ther. 5, 87. 10.1038/s41392-020-0187-x 32532960PMC7292831

[B34] WangE.AifantisI. (2020). RNA splicing and cancer. Trends Cancer 6, 631–644. 10.1016/j.trecan.2020.04.011 32434734

[B35] WangY.ChenD.QianH.TsaiY. S.ShaoS.LiuQ. (2014). The splicing factor RBM4 controls apoptosis, proliferation, and migration to suppress tumor progression. Cancer Cell 26, 374–389. 10.1016/j.ccr.2014.07.010 25203323PMC4159621

[B36] YangJ. D.HainautP.GoresG. J.AmadouA.PlymothA.RobertsL. R. (2019). A global view of hepatocellular carcinoma: Trends, risk, prevention and management. Nat. Rev. Gastroenterol. Hepatol. 16, 589–604. 10.1038/s41575-019-0186-y 31439937PMC6813818

[B37] YuanJ. H.LiuX. N.WangT. T.PanW.TaoQ. F.ZhouW. P. (2017). The MBNL3 splicing factor promotes hepatocellular carcinoma by increasing PXN expression through the alternative splicing of lncRNA-PXN-AS1. Nat. Cell Biol. 19, 820–832. 10.1038/ncb3538 28553938

[B38] ZhaoD.YuY.ShenY.LiuQ.ZhaoZ.SharmaR. (2019). Melatonin Synthesis and function: Evolutionary history in animals and plants. Front. Endocrinol. 10, 249. 10.3389/fendo.2019.00249 PMC648127631057485

# Supplementary material for: Melatonin inhibits HCC progression through regulating the alternative splicing of NEMO
**Source:** Front Pharmacol. 2022 Sep 26;13:1007006. doi: 10.3389/fphar.2022.1007006
**Supplement:** Supplementary file 1

## Supplementary Figures

**A**

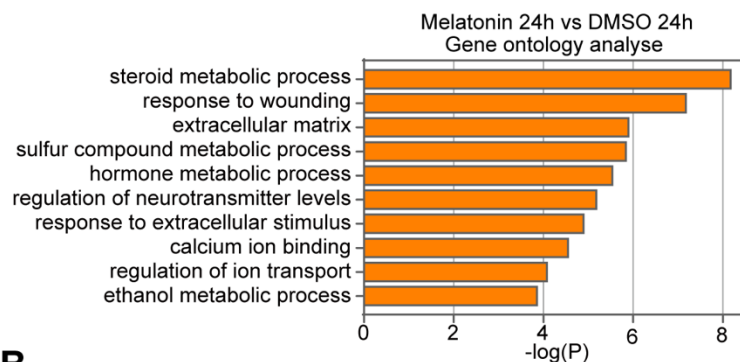

**B**

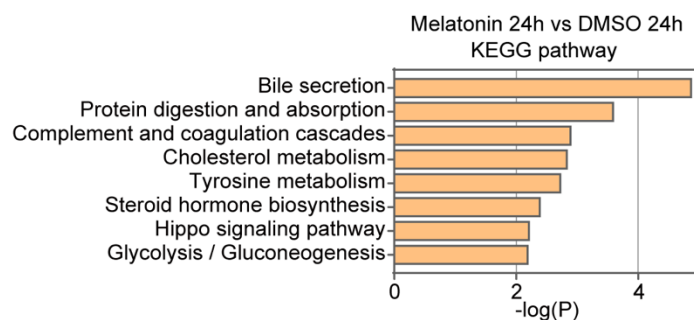

**C**

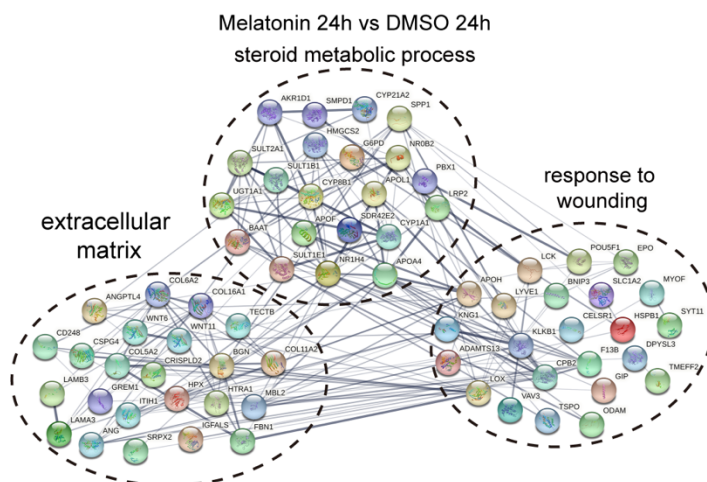

**Fig. S1 Analysis of gene expression changes induced by melatonin.** (A) Gene ontology analyses of gene expression events induced by melatonin for 24h. Fisher exact  $p$  values were plotted for each category. (B) Pathways were analyzed by KEGG pathway database for melatonin treatment for 24h induced gene expression changes. (C) Functional association network of melatonin-induced gene expression changes. Genes in panel A were analyzed using the STRING database, and subgroups are marked according to their functions.

**A**

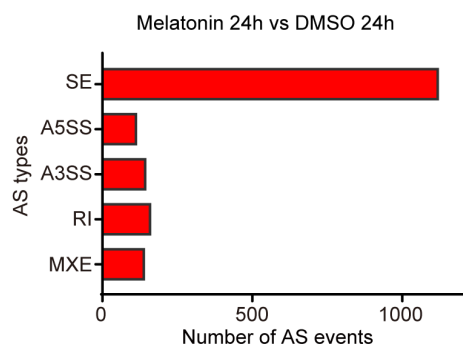

**C**

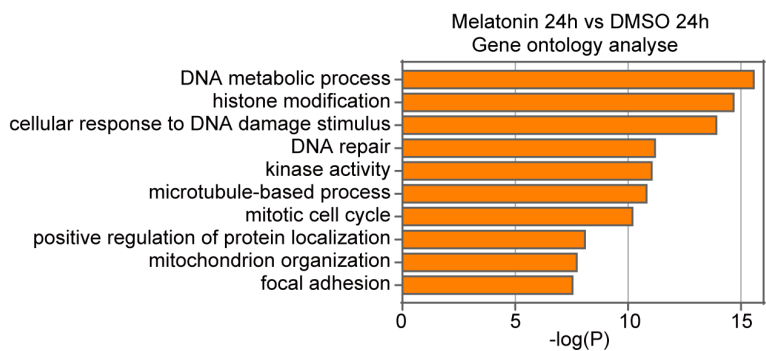

**B**

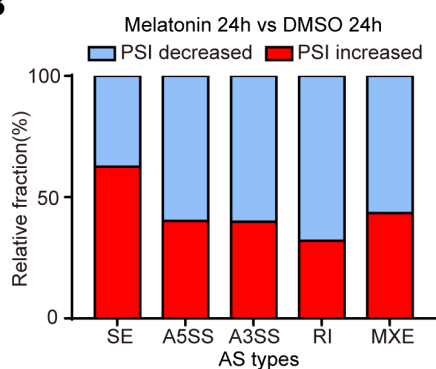

**D**

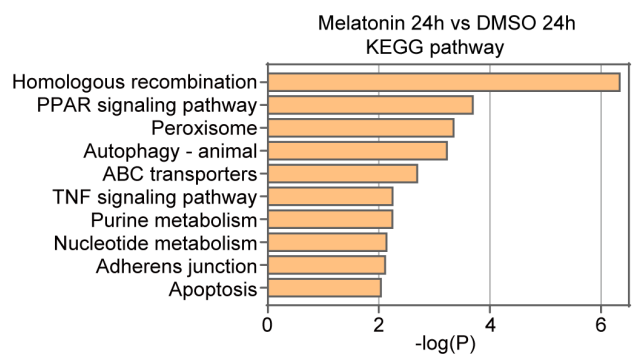

**E**

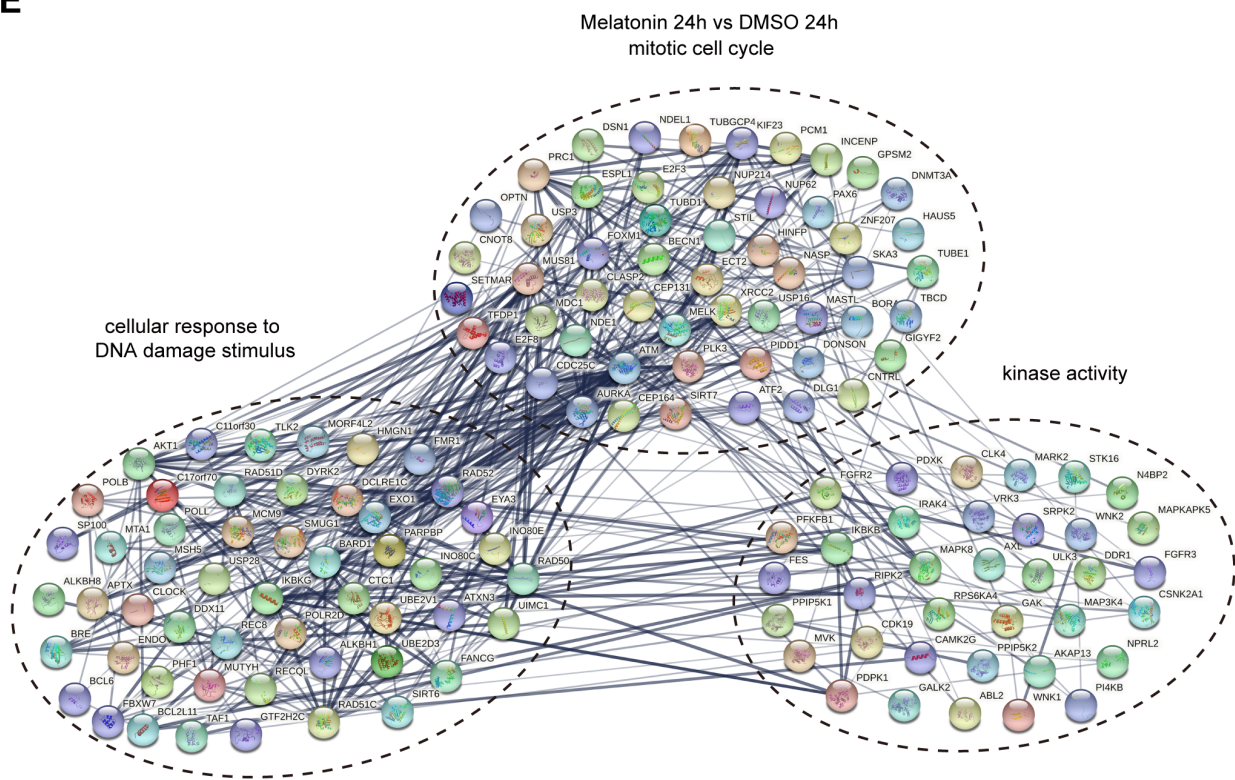

**Fig. S2 Analysis of alternative splicing events induced by melatonin.** (A) Quantification of the different AS events affected by melatonin treatment for 24 h. (B) The relative fraction of each AS event positively or negatively induced by melatonin treatment for 24 h. (C) Gene ontology analyses of AS events regulated by melatonin treatment for 24 h. Fisher exact  $p$  values were plotted for each category. (D) Pathways were analyzed by KEGG pathway database for melatonin treatment 24h induced AS events. (E) Functional association network of melatonin-induced AS events using the STRING database.

**A**

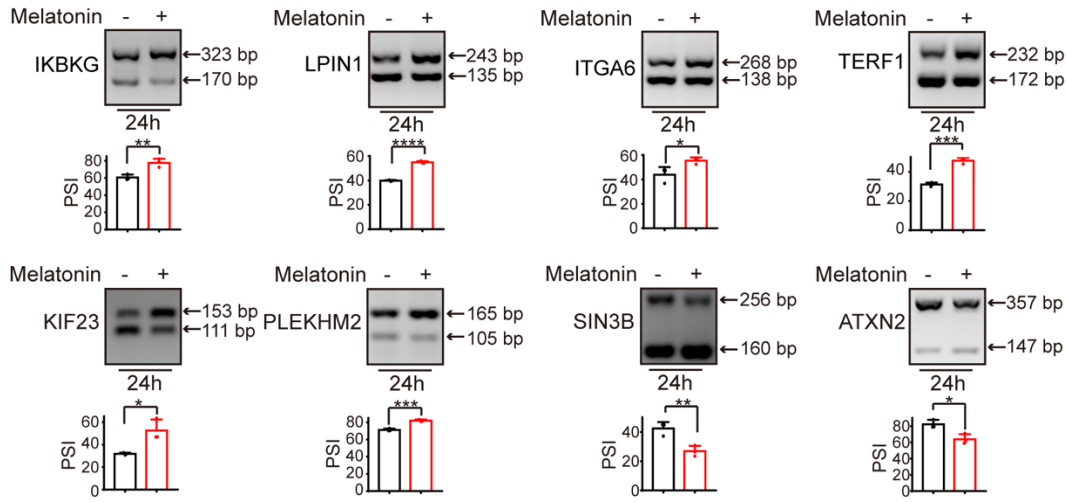

**B**

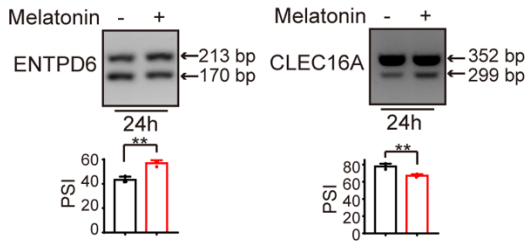

**Fig. S3 Alternative splicing switch induced by melatonin.** (A) Exons skipping in *IKBKG*, *LPIN1*, *ITGA6*, *TERF1*, *KIF23*, *PLEKHM2*, *SIN3B*, and *ATXN2* were examined by semi-quantitative RT-PCR in HepG2 cells treated with 1mM melatonin for 24h. The mean  $\pm$  SD of PSIs from three experiments were plotted and *p* values calculated by unpaired t test. (B) Alternative 3' splice sites usage of *ENTPD6* and alternative 5' splice sites usage of *CLEC16A* were examined by semi-quantitative RT-PCR in HepG2 cells treated with 1mM melatonin for 24h. The mean  $\pm$  SD of PSIs from three experiments were plotted and *p* values calculated by unpaired t test.

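Semi-quantitative RT-PCR amplifies both isoforms of a gene with 1 primer pair placed on either side of the alternative exon or splice site. The isoforms then appear as bands of different length, and the share of the longer band gives the PSI. The primers of Supplementary Table S1 were searched for exact matches in the GENCODE 44 transcripts. Each of the 10 splicing pairs gave at least 2 products in its own gene. The IKBKG primers TCTGTGAAAGCCCAGGTGAC and CTGCTCTTGATGTGGTTGTCG gave 323 bp in 14 transcripts and 170 bp in 2 transcripts. They also gave 226 bp and 380 bp in 1 transcript each, and 323 bp in the transcript of the pseudogene IKBKGP1, with 0 bases different from the product of IKBKG. The products were 243 and 135 bp for LPIN1, 268 and 138 bp for ITGA6, 165 and 105 bp for PLEKHM2, 153 and 111 bp for KIF23, and 256 and 160 bp for SIN3B. TERF1 gave 232 and 172 bp, with a further 333 bp in 1 transcript, and ATXN2 gave 357 and 147 bp, with a further 393 bp in 4 transcripts. For the alternative splice sites, ENTPD6 gave 213 and 170 bp and CLEC16A gave 351 and 303 bp.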

# HEP3B

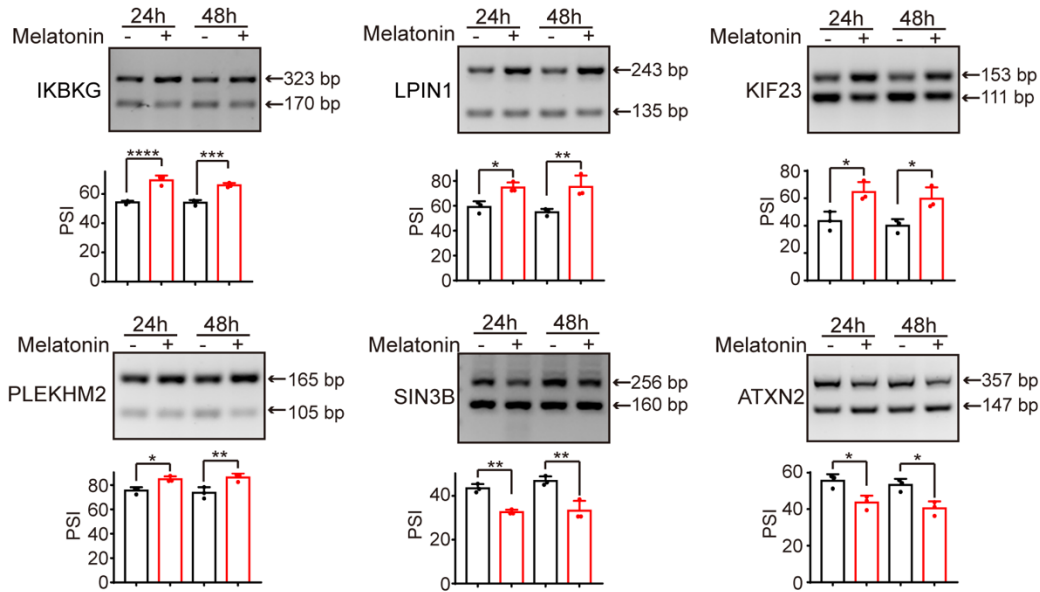

**Fig. S4 Alternative splicing switch induced by melatonin in Hep3B cells.** Exons skipping in *IKBKG*, *LPIN1*, *KIF23*, *PLEKHM2*, *SIN3B*, and *ATXN2* were examined by semi-quantitative RT-PCR in Hep3B cells treated with 2mM melatonin for 24 h and 48 h.

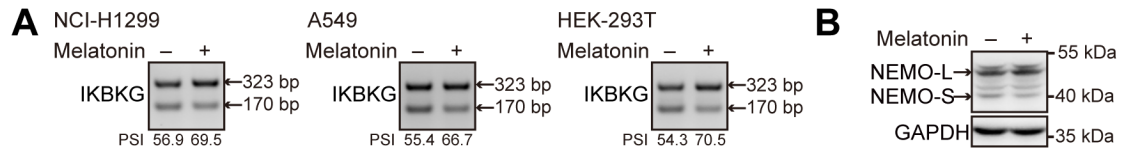

**Fig.S5 Melatonin induce alternative splicing change of *IKBKG* in multiple cancer cells.** (A) Exons skipping in *IKBKG* were examined by semi-quantitative RT-PCR in NCI-H1299, A549 and HEK293T cells treated with 1mM melatonin. (B) Protein level of endogenous NEMO-L in HepG2 cells treated with melatonin was confirmed by western blot analysis using anti-NEMO antibodies.

# Supplementary Table

|                        |                         |
|------------------------|-------------------------|
| <i>CRISPLD</i><br>2F   | AGGATTTGGACTGCTACACG    |
| <i>CRISPLD</i><br>2-R  | TTTATCCACGGGCATCACG     |
| <i>SESN3</i> -F        | AAAGGGAAGATGAAGAGGCG    |
| <i>SESN3</i> -R        | GCTCGGAATGTTGGCAAATG    |
| <i>EFR3B</i> -F        | GGAGAATAGGAACCGTCTGAC   |
| <i>EFR3B</i> -R        | ATGGTAGAGAACTTGTGGCG    |
| <i>GPCPD1</i> -<br>F   | GAGGCAAAAGCTAAGGGACTAG  |
| <i>GPCPD1</i> -<br>R   | CAAAGATGAGGGAACAAAGCG   |
| <i>CAPN5</i> -F        | CATCTACTGCCACTCCAATC    |
| <i>CAPN5</i> -R        | GCTGGTTCCTCTTAGTCTCATC  |
| <i>PPP1R36</i><br>-F   | GTACTGTATCCTTGTGCTGGG   |
| <i>PPP1R36</i><br>-R   | CTCCTGATTCCTCATCTTCACG  |
| <i>CHST9</i> -F        | ACCCCAAACAAGTCTTCCTC    |
| <i>CHST9</i> -R        | CTCGTACATCCTCAGGCATG    |
| <i>UNC93A</i> -<br>F   | TTGTATGGAAAGGTCTCGCAG   |
| <i>UNC93A</i> -<br>R   | CTCCACAGGCGGTAATTG      |
| <i>IKBKG</i> -<br>SE-F | TCTGTGAAAGCCCAGGTGAC    |
| <i>IKBKG</i> -<br>SE-R | CTGCTCTTGATGTGGTTGTCG   |
| <i>LPIN1</i> -<br>SE-F | CCTCAGTCAGCCTCATACCC    |
| <i>LPIN1</i> -<br>SE-R | GTTCTTCTGCCCTGTCCTTTC   |
| <i>ITGA6</i> -<br>SE-F | ATTCGGGAGTACCTTGGTGG    |
| <i>ITGA6</i> -<br>SE-R | CATGGTATCGGGGAACACTG    |
| <i>TERF1</i> -<br>SE-F | GCAGCGGCAAAAGTAGTAGAAAG |
| <i>TERF1</i> -<br>SE-R | TAAGGTCTTGTTGCTGGGTTCC  |
| <i>KIF23</i> -<br>SE-F | TGATCTATTGGAAGAGGTGC    |

|                       |                                                                  |
|-----------------------|------------------------------------------------------------------|
| <i>KIF23</i> -SE-R    | ACTTCTGTACATCCTGCAAC                                             |
| <i>PLEKHM</i> 2-SE-F  | TGGAGTGGGATGACAGTGCG                                             |
| <i>PLEKHM</i> 2-SE-R  | CCTTGCTGCTGGTCAGGTC                                              |
| <i>SIN3B</i> -SE-F    | CGGGAAATTGATTATGCATCC                                            |
| <i>SIN3B</i> -SE-R    | ACGTGGAGTCCTCAGACCA                                              |
| <i>ATXN2</i> -SE-F    | CCATGCCATCAAGATCCACTT                                            |
| <i>ATXN2</i> -SE-R    | AACCCCTCCCAGCAGAAAC                                              |
| <i>ENTPD6</i> -A3E-F  | ATGCGGAGAAGGGAGGCAG                                              |
| <i>ENTPD6</i> -A3E-R  | CTTCAGCACTTTGCTCCTGGG                                            |
| <i>CLEC16A</i> -A5E-F | AGGATATTCAGAGAAGTTCTGCC                                          |
| <i>CLEC16A</i> -A5E-R | CGGCGCTTTTCTCCTCGTC                                              |
| MT1-sh2-F             | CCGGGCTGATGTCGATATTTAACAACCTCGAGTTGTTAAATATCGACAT<br>CAGCTTTTGTG |
| MT1-sh2-R             | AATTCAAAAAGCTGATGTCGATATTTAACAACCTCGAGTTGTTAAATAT<br>CGACATCAGC  |
| MT1-Q-F               | CTGCGTCCTCATCTTCACCA                                             |
| MT1-Q-R               | AGATAGCCCAGGTTCCACCC                                             |
| NEMO-Nhe1-F1          | cac GCTAGC AATAGGCACCTCTGGAAGAG                                  |
| NEMO-Not1-R2          | cac GCGGCCGC CTACTCAATGCACTCCATGACAT                             |

How the deposited data were processed for this re-analysis (not part of the article)

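The data are mRNA-seq libraries of HepG2 cells, 1 library for each of DMSO 24 h, melatonin 24 h, DMSO 48 h and melatonin 48 h, with melatonin at 1 mM. The authors purified polyadenylated RNA, mapped paired-end reads to hg38 with MapSplice 2.0.1.6 and, by their methods, took expression from the mapped reads with Cufflinks. The authors deposited FPKM per Ensembl gene, already divided by gene length and by a library size, with no read counts, status or confidence limits. The other deposited column used was the length of each gene in bp, for which the method is not stated. The 4 libraries list the same genes with the same lengths, and 57532 of these genes are in GENCODE 44.

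From these values the number of reads per gene was recovered, since FPKM times length was a whole multiple of 1 step in each library for 100% of the values above 0. The recovered reads were used for exact Poisson intervals (95%), for the floor of 3 reads, and for exact binomial tests between a pair of libraries. The deposited FPKM stayed the main values. Cufflinks usually assigns fractions of reads, and the methods do not state how whole reads arose. The library sizes implied by the FPKM were 0.849, 0.888, 0.95 and 0.973 of the recovered reads on genes (DMSO 24 h, melatonin 24 h, DMSO 48 h, melatonin 48 h), so the authors' denominator was not the sum of the reads on genes, and how it was set is not stated. The depth was similar in the libraries. A gene of 1 kb in length at the floor had an FPKM of 0.163 in the least deep library by that denominator and of 0.135 in the deepest, and for shorter genes the floor rises in proportion, so that genes under 200 bp pass an FPKM of 1 with few reads.

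Fold changes were log2((melatonin FPKM + 1)/(DMSO FPKM + 1)). Genes with an FPKM of at least 1 in either library were tested and counted as changed at a log2 fold change of at least 1 or at most -1. With 1 library per condition no p-value for the condition was computed. Gene lists were described by the percentile of their median among 10000 random lists of the same size drawn from 20 bins of mean log2 expression, and a list stood apart below percentile 2.5 or above percentile 97.5. The lists were the genes readable in the paper's network drawings, of which 1 gene name had no match in the files, and lists written by hand. Genes to be named were set by rule before the data were examined: the genes the paper names where they bear on a result, the RT-qPCR genes, the splicing genes, the melatonin receptors, and the 5 largest rises and 5 largest falls, by the smaller of the log2 fold changes of 24 h and 48 h, among genes changed in the same direction at both times. Other members of the hand-written lists, further genes changed at both times and gene pairs with opposite changes were picked as examples after their values were seen. The isoform shares planned for the splicing genes were not computed, because the values are gene totals, and alternatives on a Cufflinks status or on Cufflinks confidence limits were not run, because the files hold no such columns.

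The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low FPKM, a minimum FPKM of 5, a 1.5-fold threshold, centring on the median, rescaling to TPM and, for the RT-qPCR genes, the plain ratio and division by GAPDH. Chosen after seeing the data were a minimum of 50 reads, protein-coding genes only, library sizes as the plain sum of reads, leaving out mitochondrial genes, the exact binomial test with Benjamini-Hochberg adjustment, and a correction of the log2 fold changes for GC content and gene length by least squares. GC content came from the longest GENCODE 44 transcript of each gene, which was found for 98.7% of the genes. Of those genes, 100% lay on the same chromosome in GENCODE 44 as in the files and 69.0% had the same start and end. Coordinates of genes are those of the files, and coordinates of exons and primer products are those of GENCODE 44 on hg38.

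The scripts were tested on simulated data with the real genes and library sizes. Reads were recovered exactly in 100% of 233208 values, zeros included. The simulated FPKM were built from whole reads, so this checks the computation and not that assumption. All 200 of 200 genes changed 4-fold were called. They were drawn from genes with an FPKM of at least 5 in the DMSO library of 24 h, so the recovery of low genes was not tested. Of 13216 unchanged genes 167 were called by counting error, of which 21 were among the 12186 with an FPKM of at least 1 in both libraries. Genes without reads in the DMSO library of 24 h stayed without reads, so calls of genes seen only with melatonin could not arise. Of 100 random lists 3 stood apart, and all 100 lists of 9 raised and 6 unchanged genes did. The raised genes rose 4-fold, so smaller shifts of a list were not tested. The work used Python 3.11, numpy, pandas, scipy and matplotlib in versions 2.4.6, 2.3.3, 1.17.1 and 3.10.9. The RT-PCR, knockdown, growth, protein and tissue experiments of the paper have no file among those used, and the splicing events called with MISO were not analysed here.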

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

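All tests of explanations reported here were chosen only after the results were seen. Each result rests on 1 library per condition.

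The DMSO libraries of 24 h and 48 h, a comparison the paper does not report, differed in 1072 genes, more than the 591 and 789 genes that differed between melatonin and DMSO at 24 h and at 48 h. Corrected for GC content and gene length, the DMSO count was 1021 against 766 for melatonin at 48 h. With at least 50 reads in either library it was 567 against 351, so neither of these explanations removed the order. Without mitochondrial genes it was 1122 against 839, but this left the all-gene median between the DMSO libraries near 0 (-0.0039), so the count cannot be told apart from a shift of the scale by that test. With library scales that did move this median, the counts were 985 against 745 (plain sums of reads) and 3651 against 2511 (TPM). Between the melatonin libraries of 24 h and 48 h fewer genes differed, 560 in the main setting and 138 with at least 50 reads in either library. Time in culture without melatonin and a difference between libraries or cultures both remain candidate explanations, which a single library per condition cannot separate. Of the 789 genes changed at 48 h, 282 also changed between the DMSO libraries in the opposite direction and 8 in the same direction. Both comparisons share the DMSO library of 48 h, which by itself favours opposite signs.

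At both times 41 genes passed 2-fold in opposite directions, and the difference between the times was not tested. With at least 50 reads in either library the share in opposite directions was 6% of the genes changed at both times, against 41 of 152 genes without that limit, so few reads are a likely source of most of these. The protein-coding genes with at least 50 reads among them, named after their values were seen, were SERF1B and MAGED4B, each of which has a near-identical paralog. The summed reads of MAGED4 and MAGED4B still rose at 24 h (log2 ratio 1.91) and fell at 48 h (-1.94), and those of SERF1A and SERF1B rose (2.52) and then fell (-1.03), on the plain ratio of reads. On the log2(FPKM + 1) scale the sum of the MAGED4 pair fell by 1.01 at 48 h and that of the SERF1 pair by 0.80, less than 2-fold. SERF1A rose from 6 to 59 reads at 48 h while SERF1B fell from 280 to 83, so reads moving within the pair could account for part of the fall of SERF1B and not for most of it. Reads from further copies were not tested, and these genes remain uncertain.

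Of 16 medians of 8 further gene lists written by hand, 9 stood apart from the random lists, where 5% would for lists of unrelated genes. Genes that are regulated together can move together with any difference between cultures. The 5% is therefore not the rate expected between single cultures, and the 9 medians are a description only. The hypoxia target list was lower with melatonin at 24 h (median -0.40). The ATF4 target list was higher at 24 h (0.42) and lower at 48 h (-0.43). The mitosis list was slightly lower at 24 h (-0.11) and higher at 48 h (0.44). The cholesterol synthesis list was higher at both times (0.23 and 0.56), and the SR protein and hnRNP list was lower at both times (-0.12 and -0.29). The latter is named after its largest groups. It also holds other genes, namely RBFOX2, CELF1, QKI, NONO, SFPQ and several RBM, ESRP and MBNL genes. The difference between 24 h and 48 h was not tested for the ATF4 and mitosis lists, which moved in opposite directions.

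Corrected for GC content and gene length, every one of these medians still stood apart. The percentile among random lists was 0 for hypoxia targets at 24 h, 100 and 0 for ATF4 targets at 24 h and 48 h, 0.15 and 100 for mitosis, 99.91 and 100 for cholesterol synthesis, and 0 and 0.01 for the SR protein and hnRNP list. Rescaling a library by a single factor moves a list and its random lists nearly together, so it is a weak test of whether a list stands apart. Rescaled to TPM, the median of the mitosis list at 24 h was 0.058 and that of the SR protein and hnRNP list was 0.046, so the direction of these medians depends on the scale. The median of DMSO 48 h over DMSO 24 h was 0.61 for ATF4 targets, -1.08 for mitosis and -0.88 for cholesterol synthesis, against -0.13, -0.61 and -0.61 between the melatonin libraries. For the SR protein and hnRNP list it was 0.059, inside the random lists, against -0.03. For the first 3 lists the melatonin difference at 48 h may therefore reflect the DMSO culture after 24 h, such as its density or medium, as much as melatonin. This cannot be told apart from an unusual DMSO library of 48 h. For the SR protein and hnRNP list the median cannot decide, because its members moved both ways between the DMSO libraries. SRSF5 rose there (1.67) and was lower with melatonin at 48 h (-0.89), while HNRNPM fell in both (-0.39 and -0.65). Most hypoxia targets were lower in the DMSO library of 48 h than in that of 24 h. A high DMSO library of 24 h could thus also give their difference at 24 h.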

How the results depend on the processing

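The numbers of changed genes depended on the settings more than any other result. In the order 24 h, 48 h, both times and between the DMSO libraries, the counts were 1208, 1672, 395 and 2079 with a pseudocount of 0.1, and 118, 324, 45 and 545 with a minimum FPKM of 5. They were 1569, 2576, 631 and 3296 with a 1.5-fold threshold, and 1561, 2511, 587 and 3651 after rescaling to TPM. Chosen after seeing the data, a minimum of 50 reads gave 98, 351, 50 and 567, and protein-coding genes alone gave 66, 253, 32 and 467. The exact binomial test added to the 2-fold threshold left 208, 514, 69 and 747. Centring, plain sums of reads, leaving out mitochondrial genes and the GC and length correction kept all 4 counts within 1.5 times the main count. Having no filter on low FPKM could not move them, because a 2-fold change with a pseudocount of 1 needs an FPKM of at least 1. Alternatives on a Cufflinks status and on Cufflinks confidence limits were not run, since the files have no such columns.

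Rescaling to TPM moved the median log2 fold change of all tested genes to 0.17 at 24 h, -0.06 at 48 h and 0.46 between the DMSO libraries, and the plain sum of reads moved the last to 0.14.

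Of the network and pathway lists, the PPAR signaling median at 48 h depended on the settings. It was -0.0018 after rescaling to TPM and lay inside the random lists at 0.049 with a minimum FPKM of 5, 0.10 with plain sums of reads, 0.12 without mitochondrial genes and 0.054 with the GC and length correction. The arachidonic acid median at 48 h was 0.038 with a minimum FPKM of 5 and no longer stood apart. The other 133 medians under an alternative stayed apart from the random lists in the same direction, or inside them, as in the main setting. A single factor per library moves a list and its random lists nearly together, so for the settings that only rescale a library this shows little about stability. The DNA replication machinery median at 48 h stayed between 0.60 and 0.72. Among the other lists, TPM turned the medians of mitosis (0.058) and of the SR protein and hnRNP list (0.046) at 24 h above 0. Of the other lists' medians under an alternative, 2 inside the random lists came to stand apart, and 106 stayed as they were in this sense. TPM also moved the median of all tested genes at 24 h, from 0.023 to 0.17, so the 2 turns above 0 go with the scale of the library. Why 2 medians came to stand apart was not tested.

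The number of RT-qPCR genes past 2-fold at 24 h was 8 with a pseudocount of 0.1, with the plain ratio and with division by GAPDH, against 3 in the main setting. At 48 h it was 7 with each of these, against 5. The gene not counted was PPP1R36 (0.66, 0.40 and 0.60), which has 0 reads with DMSO. Its plain ratio and its ratio divided by GAPDH take DMSO at the floor of 3 reads. They do not show that it stayed under 2-fold. On this scale the pseudocount of 1 is as large as the FPKM of several of these genes or larger. At 24 h the log2 fold changes with a pseudocount of 0.1, with the plain ratio and after division by GAPDH were 1.36, 3.08 and 3.37 for CRISPLD2, 1.93, 2.86 and 3.14 for SESN3, 2.01, 2.42 and 2.71 for EFR3B, 1.19, 1.27 and 1.56 for PPP1R36, and -1.76, -2.09 and -1.80 for CHST9. At 48 h they were 1.53, 3.47 and 3.68 for CRISPLD2 and -2.11, -2.62 and -2.41 for CHST9. No RT-qPCR gene changed direction under any of these settings or under centring, and 43 of their values under an alternative stayed on the same side of the 2-fold threshold. The plain ratios and the ratios divided by GAPDH of PPP1R36, and of CRISPLD2 at 24 h, take DMSO at the floor of 3 reads. They were treated as lower bounds, which leaves out the counting error of the melatonin reads. No paired analysis was possible because each condition has 1 library.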

Differences from the paper's values

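The paper reports 1163 genes changed at 24 h against 591 here, 2201 at 48 h against 789, and 391 at both times against 152. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 1208, 1672 and 395, each within 1.5 times the paper's number. The 1.5-fold threshold gave 1569 and 2576 and rescaling to TPM gave 1561 and 2511 at 24 h and 48 h, which are within that range, while their 631 and 587 genes at both times are not. Having no filter on low FPKM, a minimum FPKM of 5 and centring did not reach the paper's numbers. The paper gives a p-value threshold for these genes, and its text names no test for it. The counts here rest on a fold threshold instead, so the criteria differ. Some genes the paper called had an FPKM below 1 in both libraries and could not be counted here. In the 48 h network these were 21 of 36 extracellular matrix, 13 of 31 wounding and 2 of 31 DNA replication genes.

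The fold changes of the paper's RT-qPCR, read by eye in Fig. 2E, are set here beside FPKM folds with a pseudocount of 1, and 12 of 16 differed by more than 1.5 times. At 24 h the paper's values were about 2.8 for CRISPLD2 (1.17 here), about 4.2 for SESN3 (1.48), about 3.0 for EFR3B (1.81), about 19 for CAPN5 (2.10), about 3.8 for PPP1R36 (1.13) and about 0.42 for UNC93A (0.269) in Fig. 2E. At 48 h they were about 2.4 for CRISPLD2 (1.23 here), about 8.7 for SESN3 (2.26), about 8.0 for EFR3B (2.19), about 5.0 for GPCPD1 (3.28), about 3.7 for CAPN5 (2.41) and about 6.0 for PPP1R36 (1.06) in Fig. 2E. With a pseudocount of 0.1, 7 of 16 differed, and CRISPLD2, SESN3 and EFR3B at both times and GPCPD1 and CAPN5 at 48 h no longer did, while CHST9 at both times and UNC93A at 48 h, which did not differ with a pseudocount of 1, came to differ. With the plain ratio 11 of 16 differed. GPCPD1 and CAPN5 at 48 h no longer did, nor did PPP1R36 at both times, where the ratio was treated as a lower bound. The same 3 came to differ. After division by GAPDH 12 of 16 differed, the same 4 no longer did, and the same 3 and GPCPD1 at 24 h came to differ. Centring left the same 12 differing. None of the alternatives set before the data were examined closed the gap for CAPN5 or UNC93A at 24 h. All 16 folds had the paper's direction.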

Other observations

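All tests of explanations reported here were chosen only after the results were seen.

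The DNA replication machinery genes were higher with melatonin than with DMSO at 48 h, at a dose at which the paper reports slower growth. After correction for GC content and gene length their median was still above the random lists (percentile 100, median 0.60). A swap of the 48 h libraries would make the changes of 48 h run against those of 24 h, and across genes with at least 50 reads in every library r was 0.56, which does not point to a swap of that pair alone. The list fell between the DMSO libraries of 24 h and 48 h (median -0.85) and fell less between the melatonin libraries (-0.44). A candidate explanation is thus that replication genes declined in the DMSO culture as it grew, and declined less in the slower culture with melatonin. The cell density was not analysed here, so this is a hypothesis, and a DMSO library of 48 h that was unusual for another reason would give the same values.

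The total of IKBKG was lower with melatonin at 48 h. The reads of IKBKG and of its pseudogene IKBKGP1 added together fell further (log2 ratio -1.64). Reads moved from the gene to the pseudogene thus do not account for the fall. The sum cannot exclude the other direction, in which pseudogene reads were counted on IKBKG in the DMSO library of 48 h. An exact binomial test of the IKBKG reads of the libraries gave p = 7.8e-30, which compares those libraries and not the conditions, and without replicates the fall cannot be told apart from a difference between cultures. The share of IKBKGP1 was largest in the DMSO library of 48 h, with an FPKM of 12.9 against 0.551 to 1.97 in the other libraries. Multiplied by the PSI of Fig. 6A as read by eye, whose own counting error is not included, the totals give an FPKM of 3.59 with DMSO and 2.83 with melatonin at 48 h, and of 2.82 and 4.93 at 24 h, for the isoform with exon 5. By these products most of the fall of the total at 48 h lies in the isoform without exon 5, if the totals hold no pseudogene reads.

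Short RNA genes were among the genes with the largest changes at both times. Of all changed genes under 200 bp, 90.3% at 24 h and 76.4% at 48 h had fewer than 10 reads in both libraries. Few reads are thus a candidate source of their place in the ranking, but the share was not computed for the ranked genes alone. In the simulation counting error called 167 of 13216 unchanged genes, against 354 changed short genes with so few reads at 24 h. Genes without reads in the DMSO library of 24 h could not be called there, so the simulated count may be too low. Whether counting error accounts for all of the short genes was thus not settled.

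The transcripts of both melatonin receptors were at or under the floor in every library. MTNR1A (MT1) had 1 read in the melatonin library of 48 h and 0 in the others, and MTNR1B (MT2) had 1 read in the DMSO library of 24 h and 0 in the others. The floor was an FPKM of 0.105 to 0.127 for MTNR1A and of 0.0691 to 0.0835 for MTNR1B. Expression of MT1, whose knockdown the paper uses in HepG2 cells, was therefore not detectable at this depth.

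Of the other genes whose splicing the paper studied, none changed 2-fold in total expression. The largest log2 fold changes were in KIF23 at 48 h (0.51), ATXN2 at 48 h (-0.47) and CLEC16A at 24 h (0.36). GAPDH, the reference gene of the paper's RT-qPCR, was lower with melatonin than with DMSO at both times, with an FPKM of 485 against 593 at 24 h and of 292 against 336 at 48 h. Exact matches of the RT-qPCR primers in GENCODE 44 transcripts gave a product for 6 of the 8 genes, and none for CAPN5 and UNC93A.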
